# Extracellular vesicle-encapsulated miR-30e suppresses cholangiocarcinoma cell invasion and migration via inhibiting epithelial-mesenchymal transition

**DOI:** 10.18632/oncotarget.24711

**Published:** 2018-03-27

**Authors:** Yu Ota, Kenji Takahashi, Shin Otake, Yosui Tamaki, Mitsuyoshi Okada, Kazunobu Aso, Yuichi Makino, Satoshi Fujii, Tsuguhito Ota, Masakazu Haneda

**Keywords:** extracellular vesicles, exosome, microRNA (miRNA), epithelial-mesenchymal transition (EMT), cholangiocarcinoma

## Abstract

Early-staged cholangiocarcinoma (CCA) is difficult to diagnose due to its high potential for invasion and metastasis. Epithelial-mesenchymal transition (EMT) is induced by transforming growth factor-β (TGF-β) in a process thought to be important for invasion and metastasis in several cancers, including CCA. Although microRNAs (miRNAs) have been implicated in the pathogenesis of several malignancies, their roles to CCA are not clearly understood. Some miRNAs were reported to be included in extracellular vesicles (EVs) and transferred from their donor cells to other cells, modulating recipient cell behaviors. In this study, the involvement and functional roles of EV-contained miRNAs during EMT in human CCA were determined. Expression profiling identified a subset of miRNAs that were reduced by TGF-β in CCA cells. Among these, miR-30e was highly downregulated by TGF-β and predicted to target Snail, which is an EMT-inducible transcription factor. MiR-30e overexpression suppressed cell invasion and migration via inhibiting EMT, whereas miR-30e inhibition promoted EMT, cell invasion and migration. Moreover, miR-30e was enriched in EVs derived from CCA cells after miR-30e overexpression, and miR-30e intercellular transfer through EVs suppressed EMT, cell invasion and migration in recipient CCA cells. Together, our results suggest that EV-mediated miR-30e transfer could inhibit EMT via directly targeting Snail, which subsequently suppresses CCA cell invasion and migration. These findings provide several new insights into regulatory mechanisms of tumor invasion and metastasis in human CCA.

## INTRODUCTION

Cholangiocarcinoma (CCA) is a tumor originating in the epithelium of bile ducts and classified as intrahepatic, extrahepatic or perihilar according to different anatomical locations [1]. Because of the lack of early clinical symptoms and specific biomarkers, CCA is usually diagnosed at advanced stages, for which curative surgery is not a viable option [2, 3]. Thus, there is a particular need for early diagnostic and novel therapeutic applications for CCA to improve its poor prognosis.

Epithelial-mesenchymal transition (EMT) is a process through which epithelial cells morphologically transform into cells with a mesenchymal phenotype. Tumor cells, including CCA, with epithelial characteristics exhibit significantly enhanced invasion and migration abilities after EMT [4]. EMT is promoted by transcription factors such as Snail, Slug, Twist, ZEB1 and ZEB2 [5–8], and is characterized by a reduction of epithelial markers, including E-cadherin, and the induction of mesenchymal markers such as N-cadherin and Vimentin [9]. Snail plays a critical role in EMT as a potent E-cadherin transcriptional suppressor; Snail suppression has been shown to increase E-cadherin expression and inhibit EMT [10]. Transforming growth factor-β (TGF-β) is also a strong EMT-inducer [9], and a recent study reported that human CCA cells undergo EMT via Snail activation by TGF-β [11]. Thus, EMT is an essential process for invasion and metastasis and inhibiting this pathway could improve the prognosis of CCA patients.

MicroRNAs (miRNAs) are small non-protein coding RNA (ncRNA) molecules of approximately 22 nucleotides that are known to regulate gene expression at the post-transcriptional level by either inducing target mRNA degradation or blocking translation through incomplete binding to the 3′ untranslated region (3′UTR) of target mRNAs [12]. Dysregulated miRNA expression has been reported in several human diseases including cancers and can modulate cell signaling and behaviors. Recent studies have shown that miRNAs can target various oncogenes, tumor suppressors and EMT regulators to influence tumor progression. Therefore, inhibiting EMT by modulating miRNAs might be a strategy to prevent cancer cell invasion and metastasis [13, 14]. Although the contribution of miRNAs to human liver diseases has been extensively reviewed [15], there are only a handful of studies regarding miRNAs and EMT in human CCA [16].

Extracellular vesicles (EVs) are composed of a lipid bilayer containing transmembrane proteins [17, 18] and encompass exosomes (approximately 50–150 nm in diameter), microvesicles (100–1000 nm in diameter) and apoptotic bodies (1000–5000 nm in diameter) [19]. EVs can transfer their contents such as DNA, mRNA, miRNA, proteins and lipids from donor cells to recipient cells to modulate cellular activities in recipient cells [17, 18]. It was previously reported that hepatocellular carcinoma cell-derived EVs contain miRNAs that can modulate cell behaviors in recipient cells [20]. Similar to miRNAs, cancer cell-derived EVs contain and transfer long non-coding RNA (lncRNAs). We have recently reported that hepatocellular carcinoma cell-derived EVs contain lncRNAs, such as linc-RoR and linc-VLDLR, which can be transferred to recipient cells and modulate signaling pathways related to chemotherapy or hypoxia stress resistance in recipient cells [21, 22]. These observations support a role for ncRNAs as effectors of intercellular signaling in several cancer types. Although some EV-encapsulated miRNAs have also been reported to play a crucial role in EMT and the metastatic process [23], the involvement of EV miRNAs during EMT in CCA has not been demonstrated. Therefore, our aims were to identify miRNAs that regulate invasion and metastasis by regulating the EMT pathway and to evaluate the potential roles of EV-mediated miRNA transfer in those mechanisms. Our findings provide several new insights into mechanisms of modulating EMT in CCA and the contribution of extracellular miRNA-mediated signaling to tumor cell invasion and metastasis.

## RESULTS

### TGF-β induces EMT in CCA cells

Although TGF-β is a multifunctional cytokine and induces EMT in several cancer cells, it also induces cancer cell death. To assess the TGF-β concentration that induces EMT without cell death in CCA cells, we first evaluated TGF-β cytotoxicity in the human CCA cell lines, HuCCT1 and RBE. Incubation with TGF-β for 24–72 h did not affect the viability of CCA cells at doses of 0–10 ng/ml (Supplementary Figure 1). We next investigated whether incubation with 10 ng/ml TGF-β can induce EMT in CCA cells. At the molecular level, EMT is associated with the downregulation of epithelial markers and the upregulation of mesenchymal markers. We confirmed that the epithelial marker E-cadherin was decreased and that the EMT-inducible transcription factor, Snail and mesenchymal markers, N-cadherin and Vimentin were increased after 10 ng/ml TGF-β treatment in CCA cells (Figure 1A). As EMT is morphologically characterized by changes from an epithelial cell phenotype to a spindle-like appearance and functionally characterized by decreased cell adhesion, we further verified that CCA cells became spindle shaped and grew in isolation (without cell-to-cell contacts) after 10 ng/ml TGF-β treatment (Figure 1B). According to these results, we chose 10 ng/ml as the TGF-β dose for further experiments.

**Figure 1:**
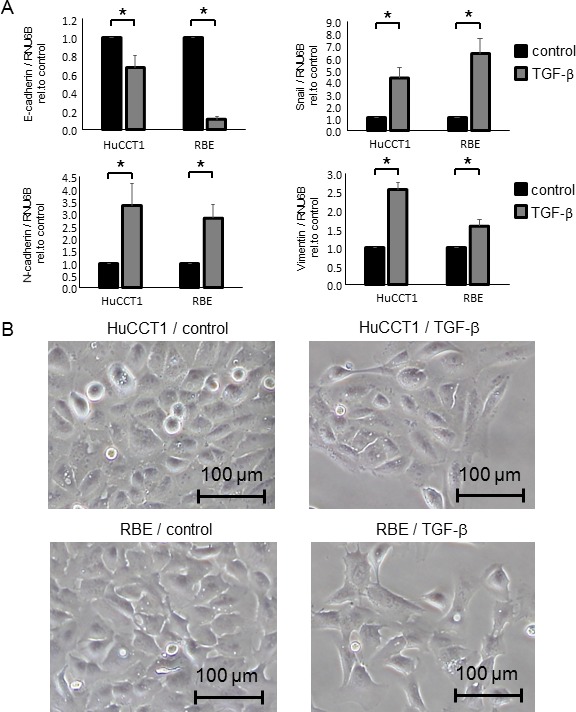
TGF-β induced EMT in CCA cells (**A**) HuCCT1 and RBE cells were treated with 10 ng/ml TGF-β for 72 h, then E-cadherin, Snail, N-cadherin and Vimentin mRNA expression was measured by qRT-PCR; relative expression normalized to RNU6B is shown. Bars represent the mean ± SEM of three separate determinants. ^*^P < 0.05. (**B**) HuCCT1 and RBE cells (1 × 10^6^ cells per 10 cm dish) were treated with 10 ng/ml TGF-β for 48 h. Representative cell morphologies are shown in the light microscope images.

### MiR-30e is downregulated by TGF-β and is a candidate EMT regulator

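The microRNA array data came from HuCCT1 cells, an established human CCA cell line, in 2 groups of 3 arrays each: a control group at 0 ng/ml and a group at 10 ng/ml of TGF-β, a cytokine that induces EMT, both at 72 h. Each array carried the labelled RNA of 1 sample, and the deposited scanner output gives the median brightness of every spot without normalization. The arrays hold probes for 2555 human miRNAs and 229 spots named as blank. A probe was taken as detected on an array when its brightness lay more than 2 SD above the mean of the blank spots of that array. By this rule, 464, 329 and 384 probes were detected on control arrays 1, 2 and 3, and 327, 434 and 330 on TGF-β arrays 1, 2 and 3. The number of detected probes was 392 ± 67.9 (SD, n = 3) on the control arrays and 364 ± 60.9 (SD, n = 3) on the TGF-β arrays, a difference smaller than the spread between arrays (2-sided exact permutation test, p = 0.60, where 0.10 is the smallest p that 3 arrays against 3 allow). The mean brightness of the blank spots ranged from 29.5 to 54.8 on the control arrays and from 42.5 to 82.3 on the TGF-β arrays. The control arrays and TGF-β array 1 were on 1 chip, and TGF-β arrays 2 and 3 were on another, so that chip and treatment overlap in part. For the values given here, the mean of the blank spots was subtracted from each signal, and each array was scaled so that the median of the 292 probes detected on all 6 arrays was 25. Signals below detection were set to the lowest detected signal of their array. A miRNA was counted as expressed when it was detected on all 3 arrays of at least 1 group, and the log2 signals of the groups were compared with limma, with Benjamini-Hochberg adjustment over the expressed miRNAs. The authors also deposited normalized values of the same arrays, which list 507, 368 and 402 miRNAs on the control arrays and 346, 463 and 355 on the TGF-β arrays. The choice of probes over which the median is set to 25 moves all ratios together, and the number of arrays limits the precision of each of them.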

We analyzed the expression of 2,555 miRNAs by microRNA arrays in CCA cells after incubation with or without TGF-β. HuCCT1 cells normally expressed 451 miRNAs, and among them, 20 were upregulated more than 1.5-fold and 56 were downregulated to less than 0.67-fold after TGF-β treatment compared with controls (Figure 2A and 2B). 

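With the arrays scaled on the probes detected on all of them, 323 miRNAs were expressed in HuCCT1 cells. The ratio of the mean signal with TGF-β to that of the controls was above 1.5 for 15 of these and below 0.67 for 9. Of the 15 higher miRNAs, 7 had no overlap between the 3 control and the 3 TGF-β arrays, and of the 9 lower miRNAs, 3 had none. Over all expressed miRNAs, the groups did not overlap for 32, which is 9.91% and close to the 10% that chance gives for 3 arrays against 3. No expressed miRNA passed an adjusted p of 0.05 in limma (0 of 323, smallest adjusted p = 0.43), and 21 had an unadjusted p under 0.05, of which 15 were higher with TGF-β. The methods' t-test on the same log2 signals also gave 21 at its threshold, and 1, miR-4521, after Benjamini-Hochberg adjustment. The median log2 ratio of the expressed miRNAs was 0.02, and 47.1% of them had a ratio below 1.
The split between higher and lower miRNAs moved with the scaling. When the same signals were scaled on the median of each array's own detected probes, 6 miRNAs were above 1.5 and 27 below 0.67, the median log2 ratio was -0.20, and 79.3% of the ratios were below 1. In the normalized values that the authors deposited, 451 miRNAs were listed on at least 1 array of each group. Over the arrays that listed them, 56 of these had a ratio of means below 0.67 and 17 had one above 1.5, a calculation chosen after the values were seen. Of the 56, 29 were listed on all 6 arrays, and 1 of those 29 had no overlap between the groups. The counts also moved with single arrays. Without TGF-β array 3, 16 miRNAs were above 1.5 and 33 below 0.67. Without control array 2, 31 were above 1.5 and 19 below 0.67.

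**Figure D1:**
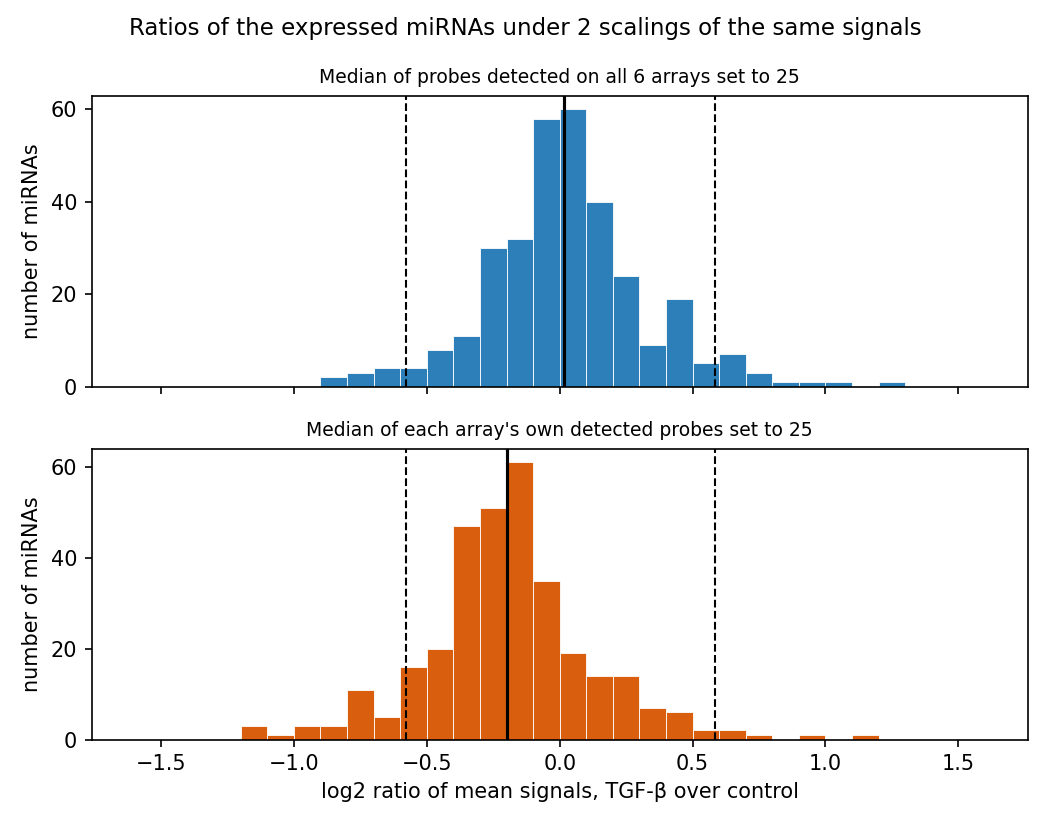
Histograms of the log2 ratio of mean signals (TGF-β over control, n = 3 arrays each) of the 323 expressed miRNAs, with the number of miRNAs on the vertical axis, for the scaling on the probes detected on all 6 arrays (top) and on each array's own detected probes (bottom). Dashed lines mark ratios of 0.67 and 1.5, and the solid line marks the median, which lies at 0.02 in the top panel and at -0.20 in the bottom panel.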

We focused on downregulated miRNAs, as we aimed to identify new miRNAs that could suppress TGF-β-induced EMT in CCA cells. EMT can be initiated by a group of transcription factors including Snail. Therefore, identifying factors that can suppress Snail would be important for identifying mechanisms of EMT suppression. MiR-30e was among the 56 downregulated miRNAs and was predicted to target the Snail 3′UTR by TargetScan (Figure 2C). 

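The probe for miR-30e-5p, the arm drawn in Figure 2C, was detected on all 6 arrays, at 4.45 to 17.6 SD of the blank spots above their mean. Its normalized signal was 16.1, 18.2 and 15.9 on the control arrays and 8.19, 11.6 and 20.6 on TGF-β arrays 1, 2 and 3, which gives 16.7 ± 1.26 (SD, n = 3) and 13.5 ± 6.43 (SD, n = 3). The ratio of the means was 0.807, and the log2 change was -0.41 (standard error 0.32, limma adjusted p = 0.99). The lower mean came from TGF-β arrays 1 and 2, while TGF-β array 3 lay above every control array. The groups could not be separated by a 2-sided exact permutation test (p = 0.40, smallest possible p 0.10). In the normalized values deposited by the authors, miR-30e-5p was 42.5, 26.6 and 28.7 on the control arrays and 11.0, 25.7 and 28.3 on the TGF-β arrays, a mean of 32.6 ± 8.64 (SD, n = 3) against 21.7 ± 9.33 (SD, n = 3). Their ratio was 0.665, which ranks miR-30e-5p 55th among the 56 miRNAs with a ratio below 0.67, counted from the lowest ratio. In these values the exact permutation test gave p = 0.20. Under the scaling on each array's own detected probes, the ratio was 0.682. Relative to the median of the expressed miRNAs, the log2 change of miR-30e-5p was -0.43 both under that scaling and under the scaling on the probes detected on all arrays, since a scaling moves all miRNAs of an array together. Leaving out TGF-β array 1 brought the ratio to 0.957, and leaving out TGF-β array 3 brought it to 0.576, with a log2 change of -0.82 (limma adjusted p = 0.22). With no scaling, a setting chosen after the values were seen, the log2 change was 0.23 (limma adjusted p = 0.73). With the chip as a block, which leaves TGF-β array 1 as the comparison with the controls, the log2 change was -1.03 (limma adjusted p = 0.64). From the place of miR-30e among the downregulated miRNAs and the predicted site in the Snail 3′UTR, the paper selected miR-30e as a candidate EMT- and tumor-suppressing miRNA.

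**Figure D2:**
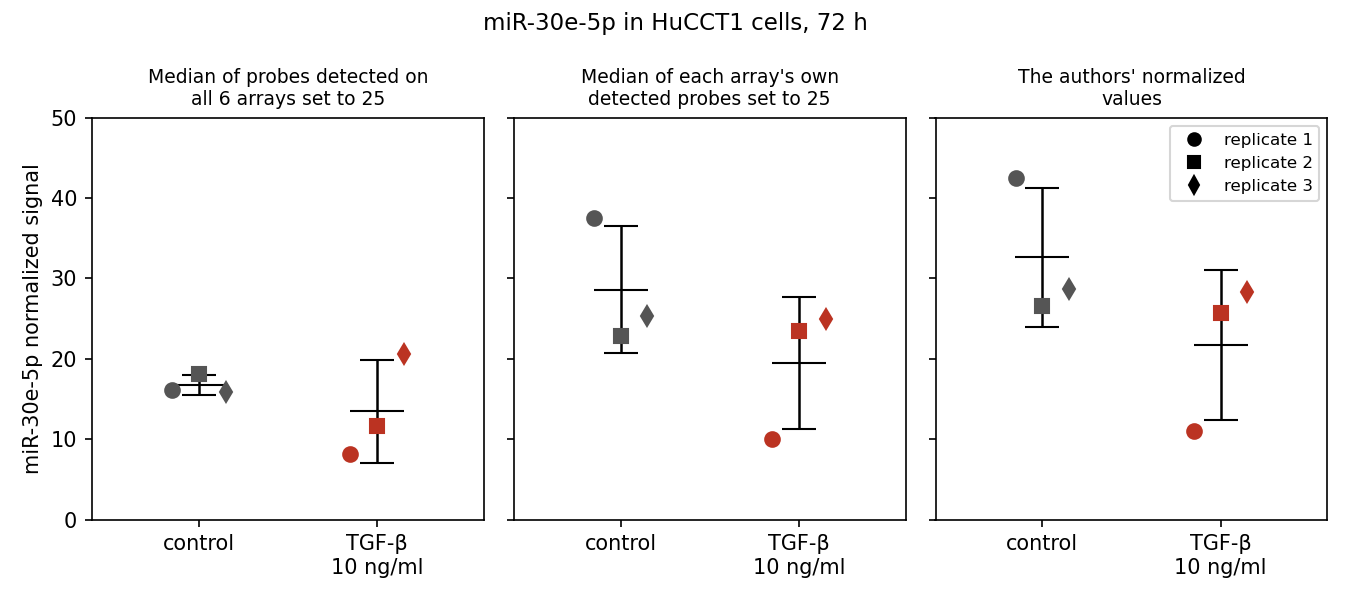
Normalized signal of miR-30e-5p (vertical axis, array units with the median set to 25) on each control and TGF-β array under the scaling on the probes detected on all 6 arrays, the scaling on each array's own detected probes, and in the authors' values. Points are arrays, with the replicate number shown by the symbol, and bars are the mean ± SD (n = 3); the ratio of means is 0.807, 0.682 and 0.665 from left to right, and the groups overlap in each panel.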

Similar to the TargetScan results, miR-30e was also predicted to target the Snail 3′UTR by TarBase, miRNA.org, and MiRBase [24, 25]. Thus, we selected miR-30e as a candidate EMT- and tumor-suppressing miRNA. We first investigated basal miR-30e expression in several CCA cell lines and found that miR-30e expression was decreased by 0.26- to 0.72-fold in different CCA lines compared with non-malignant cholangiocytes (MMNK-1) (Figure 3A). We next examined miR-30e expression in a panel of CCA lines after TGF-β treatment. MiR-30e expression was down-regulated by TGF-β in all CCA lines (Figure 3B). The newly-identified miR-30 family is composed of miR-30a, miR-30b, miR-30c, miR-30d and miR-30e, and there have been inconsistent results regarding their function in cancer [26]. Thus, we assessed miR-30 family expression in HuCCT1 cells after incubation with TGF-β. Among the family, miR-30e expression was most significantly reduced by TGF-β treatment (Figure 3C). These results suggested that miR-30e was the most important candidate miRNA among the miR-30 family for suppressing EMT in CCA.

**Figure 2:**
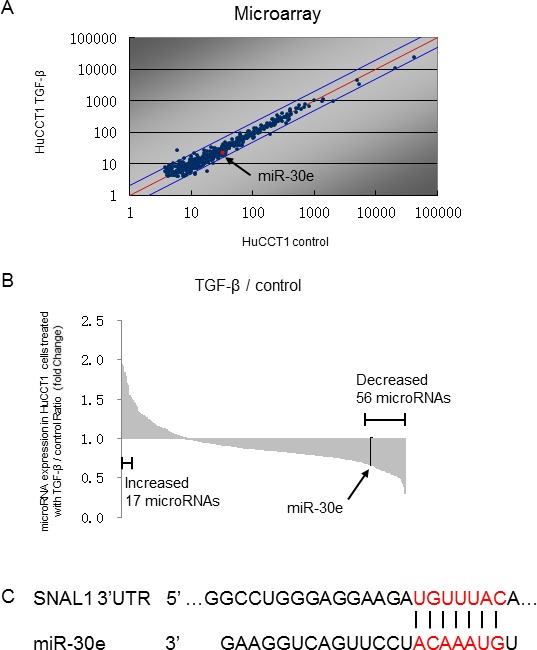
Identifying miRNAs that could regulate TGF-β-induced EMT in CCA cells HuCCT1 cells were treated with 0 (control) or 10 ng/ml TGF-β. After 72-h incubation, RNA was isolated from each experimental set of HuCCT1 cells, and expression profiling of 2555 miRNAs was performed by comparing cells with 0 and 10 ng/ml TGF-β. Expression of 451 miRNAs was detected in HuCCT1 cells. (**A**) Scatter plot of the microarray intensities of TGF-β-treated HuCCT1 cells plotted against those of control cells. (**B**) Waterfall plot showing the 56 miRNAs that were decreased by <0.67-fold and the 17 miRNAs that were increased by >1.5-fold in HuCCT1 cells treated with TGF-β. (**C**) miR-30e was predicted to target the Snail 3′UTR by TargetScan.

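Since fewer than 3 miRNAs in either direction passed the adjusted p, the largest changes were taken among all expressed miRNAs detected on all 6 arrays whose groups did not overlap. The 5 largest rises were those of miR-7851-3p, miR-193b-3p, miR-181b-5p, miR-181a-5p and miR-4521. MiR-7851-3p rose from 4.27 ± 1.97 (SD, n = 3) to 8.65 ± 0.98 (SD, n = 3), a log2 change of 1.11 (standard error 0.31, limma adjusted p = 0.43). MiR-193b-3p rose from 11.4 ± 2.78 (SD, n = 3) to 19.5 ± 2.70 (SD, n = 3), with a log2 change of 0.80. The related miR-181b-5p and miR-181a-5p had log2 changes of 0.77 each, and the brighter miR-181a-5p went from 33.0 ± 2.60 (SD, n = 3) to 56.2 ± 3.38 (SD, n = 3). MiR-4521 went from 9.28 ± 0.31 (SD, n = 3) to 14.4 ± 0.39 (SD, n = 3), the narrowest spread of the 5. All 5 rises shared the limma adjusted p of 0.43. The 5 largest falls were those of miR-6808-5p, miR-30a-3p, miR-6826-5p, miR-7109-5p and miR-224-5p. MiR-6808-5p fell from 13.8 ± 1.71 (SD, n = 3) to 8.12 ± 2.00 (SD, n = 3), a log2 change of -0.78 (standard error 0.23, limma adjusted p = 0.44). MiR-30a-3p, which comes from the other arm of the miR-30a precursor, fell from 15.2 ± 6.83 (SD, n = 3) to 8.60 ± 1.80 (SD, n = 3), a log2 change of -0.76 (standard error 0.32, limma adjusted p = 0.69), which was -0.39 without control array 2, at 23.1. The other 3 falls had log2 changes between -0.50 and -0.49 and ratios of means between 0.698 and 0.708, above the 0.67 threshold. Without control array 2, the log2 change of miR-7109-5p was -0.31. None of these 10 changes passed adjustment over the expressed miRNAs in limma, and by the methods' t-test 1 did, that of miR-4521. All 10 kept their direction under each of 7 other scalings and background corrections, while with no scaling 3 of the falls turned to rises. The 10 were picked from these same arrays, so a kept direction is no independent support. In the authors' values, the ratios of the rises lay between 1.28 and 1.83 and those of the falls between 0.501 and 0.591. There the groups stayed apart only for miR-7851-3p and miR-7109-5p, and for the other named miRNAs they overlapped or met. MiR-181a-5p, for example, was 81.1 on control array 1 and 78.5 on TGF-β array 3.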

**Figure 3:**
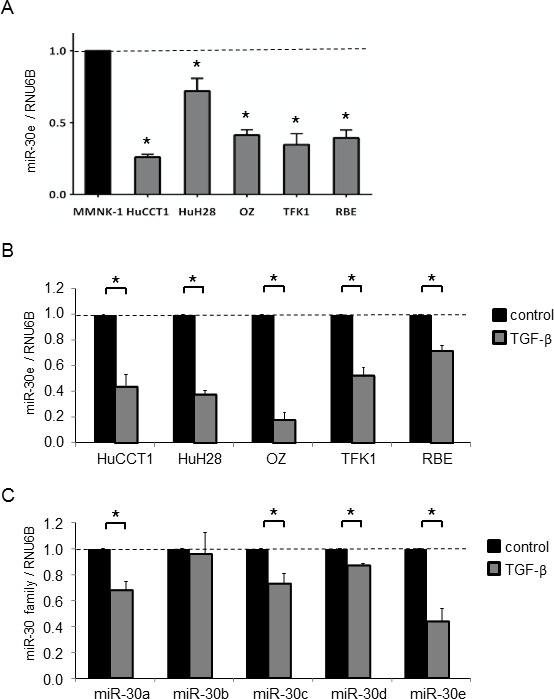
MiR-30e expression in CCA cells RNA was extracted and qRT-PCR for the miR-30 family was performed. (**A**) Basal miR-30e expression in non-malignant cholangiocytes (MMNK-1) and CCA cell lines. (**B**) miR-30e expression was assessed in CCA cell lines after incubation with 10 ng/ml TGF-β for 72 h and compared to controls. MiR-30e levels expressed relative to controls. (**C**) Expression of the miR-30 family (miR-30a, 30b, 30c, 30d and 30e) was assessed in HuCCT1 cells after incubation with 10 ng/ml TGF-β for 72 h and compared to controls. Expression of each gene was normalized to RNU6B. Bars represent the mean ± SEM of three separate determinants. ^*^P < 0.05.

### MiR-30e overexpression in CCA cells inhibited TGF-β-induced EMT, invasion and migration

Having identified miR-30e as a TGF-β-regulated and candidate EMT-suppressing miRNA, we next examined the functional contribution of miR-30e to the EMT pathway. We used a miR mimic to overexpress miR-30e and confirmed its effect on miR-30e by qPCR (Supplementary Figure 2A). First, we assessed Snail mRNA expression in CCA cells transfected with either miR-30e or control mimics. Reduced Snail expression was observed with the miR-30e mimic compared with control. MiR-30e overexpression also decreased N-cadherin and Vimentin mRNA expression, whereas it increased E-cadherin expression in HuCCT1 and RBE cells (Figure 4A and Supplementary Figure 3A). Consistent with these changes, Snail, N-cadherin and Vimentin protein levels were decreased and E-cadherin was increased after miR-30e overexpression (Figure 4B and Supplementary Figure 3B). Moreover, to examine the involvement of miR-30e in TGF-β-induced EMT, we transfected miR-30e mimic into TGF-β-treated (10 ng/μl) HuCCT1 cells. TGF-β induced EMT in CCA cells, and miR-30e overexpression attenuated this effect (Figure 4C). These observations identified the EMT pathway as a downstream target of miR-30e and showed that miR-30e was an important suppressor of TGF-β-induced EMT in CCA cells. We then evaluated the effect of miR-30e overexpression on the behaviors of CCA cells. MiR-30e mimic induced decreased proliferation, viability (Figure 5A and 5B and Supplementary Figure 4A and 4B) as well as decreased cell invasion and migration (Figure 5C and 5D and Supplementary Figure 4C and 4D) in HuCCT1 and RBE cells. These results suggest that miR-30e modulates CCA cell phenotypes by regulating EMT.

**Figure 4:**
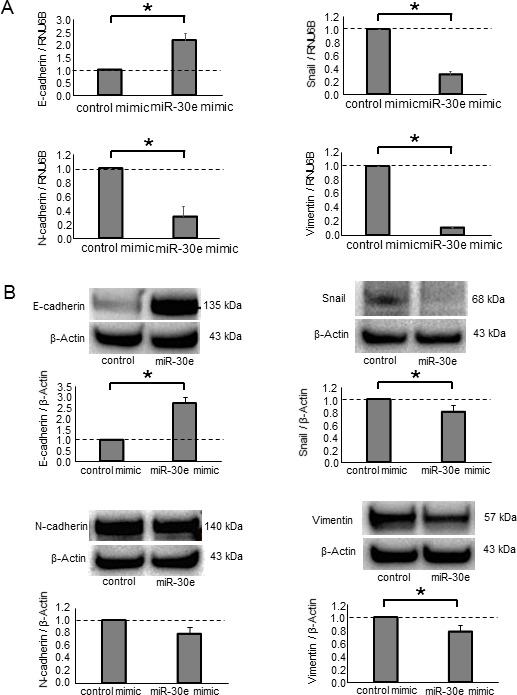

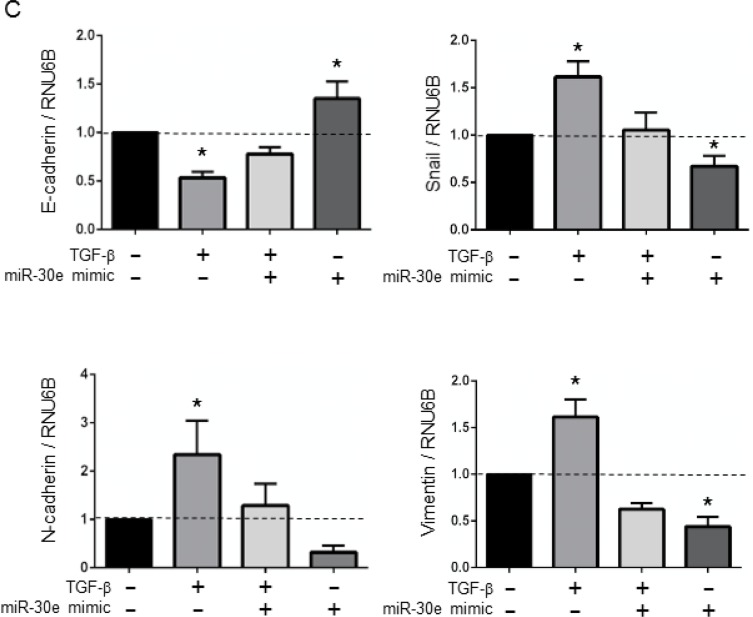
The effect of miR-30e overexpression on EMT-related genes in CCA cells (**A**, **B**) HuCCT-1 cells were transfected with 12.5 nM miR-30e or control mimic. After 48 h, RNA was isolated and qRT-PCR for E-cadherin, Snail, N-cadherin and Vimentin was performed (A). After 72 h, protein was extracted and western blots were performed using specific antibodies against E-cadherin, Snail, N-cadherin and Vimentin; relative expression normalized to β-Actin is shown (B). (**C**) HuCCT1 cells were treated with 0 or 10 ng/ml TGF-β to induce EMT. After 24 h, the cells were transfected with 12.5 nM miR-30e or control mimic. After 48 h, RNA was isolated and qRT-PCR for E-cadherin, N-cadherin, Vimentin and Snail was performed. Bars represent the mean ± SEM of three separate determinants. ^*^P < 0.05.

**Figure 5:**
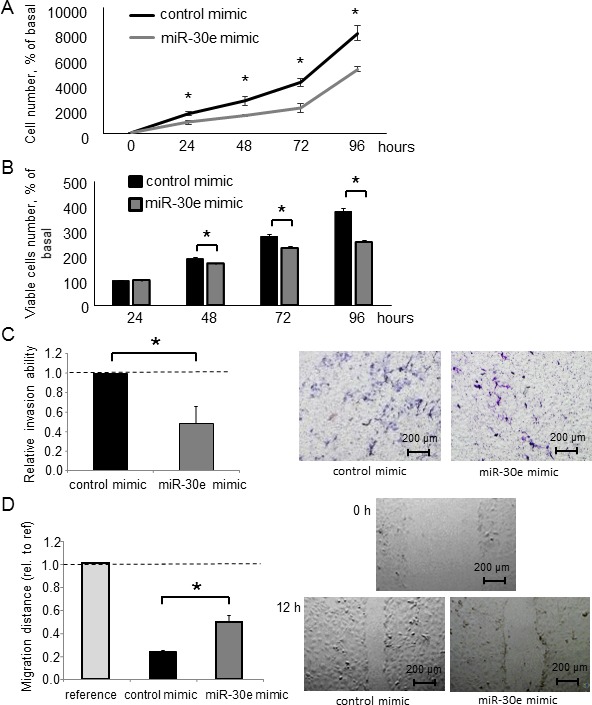
The effect of miR-30e overexpression on CCA cell phenotypes (**A**, **B**) HuCCT1 cells were transfected with 12.5 nM miR-30e or control mimic. After 24, 48, 72 and 96 h, cell proliferation was examined by cell counting using trypan blue (A) and cell viability was examined by the MTS assay (B). (**C**, **D**) HuCCT1 cells were transfected with 12.5 nM miR-30e or control mimic. After 24 h, cell invasion was assessed by the Transwell assay. Invasive cells were counted under an inverted microscope (C). After 12 h, cell migration was assessed by the wound healing assay. Wound areas were measured as described in the Experimental Procedures (D). Bars represent the mean ± SEM of three separate determinants. ^*^P < 0.05.

### Inhibiting miR-30e in CCA cells promotes EMT, invasion and migration

To further investigate the impact of miR-30e on EMT, we used a miR-30e inhibitor to attenuate miR-30e activity in CCA cells. We analyzed the expression levels of EMT-related genes in HuCCT1 cells after incubation with the miR-30e inhibitor. Inhibiting miR-30e decreased E-cadherin expression and increased Snail, N-cadherin and Vimentin expression at both the mRNA and protein levels (Figure 6). Similar qRT-PCR and western blot results were obtained for RBE cells (Supplementary Figure 5). We next analyzed tumor cell behaviors after miR-30e inhibition. The miR-30e inhibitor significantly increased cell proliferation, viability, invasion and migration (Figure 7 and Supplementary Figure 6). These data further suggested that miR-30e regulates CCA cell phenotypes, especially invasion and migration, by suppressing EMT.

**Figure 6:**
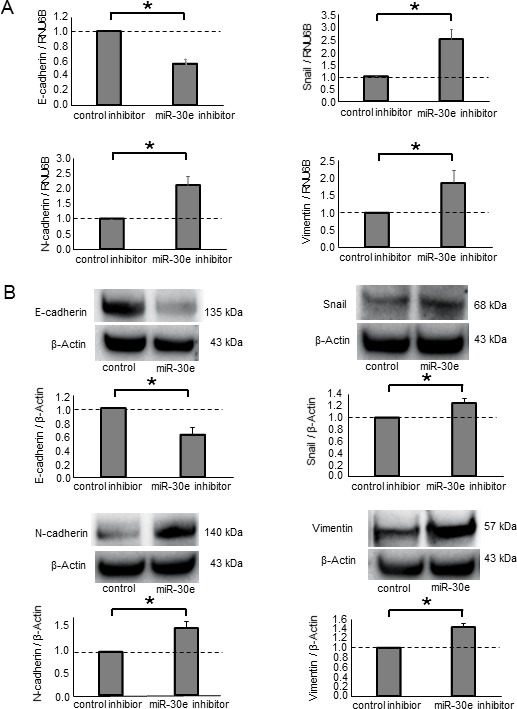
The effect of miR-30e inhibition on EMT-related genes in CCA cells (**A**, **B**) HuCCT1 cells were transfected with 25 nM miR-30e or control inhibitor. After 48 h, RNA was isolated and qRT-PCR for E-cadherin, Snail, N-cadherin and Vimentin was performed (A). After 72 h, protein was extracted and immunoblot analysis was performed using specific antibodies against E-cadherin, Snail, N-cadherin and Vimentin (B). Bars represent the mean ± SEM of three separate determinants. ^*^P < 0.05.

**Figure 7:**
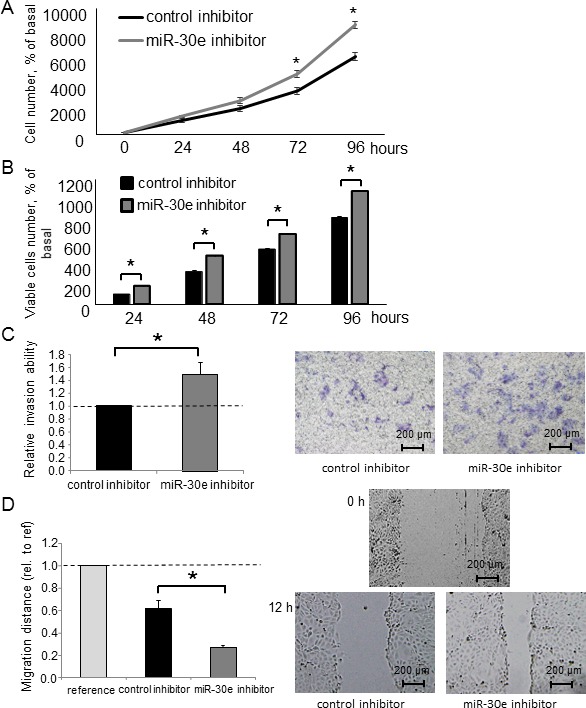
The effect of miR-30e inhibition on CCA cell phenotypes (**A**, **B**) HuCCT1 cells were transfected with 25 nM miR-30e or control inhibitor. After 24, 48, 72 and 96 h, cell proliferation was examined by cell counting using trypan blue (A) and cell viability was examined by the MTS assay (B). (**C**, **D**) HuCCT1 cells were transfected with 25 nM miR-30e or control inhibitor. After 24 h, cell invasion was assessed by the Transwell assay (C). After 12 h, cell migration was assessed by the wound healing assay (D). Bars represent the mean ± SEM of three separate determinants. ^*^P < 0.05.

### Snail is a direct miR-30e target

The post-transcriptional regulation of gene expression by miRNAs is the result of their complementary binding to the 3′UTR of mRNA targets [27]. While bioinformatics analysis predicted that more than 500 genes could potentially be targeted by miR-30e, the Snail 3′UTR was also predicted to have miR-30e binding sites. As we initially aimed to identify miRNAs that could suppress TGF-β-induced EMT, we focused on the EMT-inducible transcription factor Snail among these potential target genes. Therefore, to confirm whether Snail is a direct miR-30e target, we co-transfected miR-30e mimic and a firefly luciferase reporter vector containing the Snail 3′UTR or a mutant construct of Snail 3′UTR into HuCCT1 and RBE cells. We found significant repression of Snail 3′UTR firefly luciferase activity in miR-30e-overexpressing cells (Figure 8), confirming the specificity of the interaction between miR-30e and the Snail 3′UTR.

**Figure 8:**
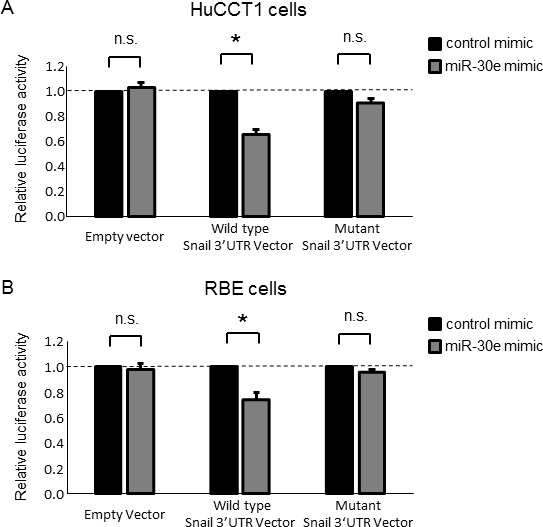
Snail is a direct target of miR-30e (**A**, **B**) HuCCT1 (A) and RBE (B) cells were transfected with 12.5 nM miR-30e or control mimic, and after 24 h, co-transfected with 2.0 μg of the Snail 3′UTR firefly luciferase reporter vector, the mutant Snail 3′UTR firefly luciferase reporter vector or empty vector and 0.1 μg of the Renilla luciferase reporter pRL-SV40. After another 24 h, relative firefly luciferase activity was measured and normalized to Renilla activity. Bars represent the mean ± SEM of three separate determinants. ^*^P < 0.05; n.s.: not significant.

### The intercellular transfer of miR-30e to CCA cells by EVs mediates invasion and migration

EV contents are transferred from donor to recipient cells, and this EV-mediated crosstalk between cancer cells plays a key role in the tumor microenvironment. Thus, we sought to explore the potential of EV-encapsulated miR-30e to act as an EMT mediator in recipient cancer cells. We first isolated EVs from CCA cells by ultracentrifugation, as described in the Experimental Procedures section and visualized their morphology by electron microscopy. Consistent with previous reports, isolated EVs were approximately 100-nm microstructures with a lipid bilayer membrane (Figure 9A). Next, we verified miR-30e expression within CCA cell-derived EVs after incubation with or without TGF-β. MiR-30e expression in CCA EVs was significantly reduced by TGF-β in the same manner as in CCA cells (Figure 9B). Moreover, we confirmed markedly increased miR-30e levels in CCA cell-derived EVs after miR-30e overexpression (Supplementary Figure 2B). MiR-30e-enriched EVs were then added to recipient CCA cells. After incubation for 48 h, miR-30e expression was increased in recipient CCA cells incubated with miR-30e-enriched EVs (Supplementary Figure 2C). As miR-30e was highly expressed in EVs after miR-30e overexpression in donor cells, this indicated that miR-30e-enriched EVs could be taken up by recipient cells as a means of transferring miR-30e. Furthermore, to verify whether the transferred miR-30e could regulate EMT, we examined the expression levels of EMT-related genes in recipient cells after EV incubation. A greater increase in E-cadherin and decrease in Snail, N-cadherin and Vimentin were observed with EVs obtained from miR-30e-overexpressing cells (Figure 9C and 9D). Furthermore, incubation with miR-30e-enriched EVs significantly suppressed the proliferation, viability, invasion and migration of recipient cells (Figure 10). Taken together, these results strongly indicate that cell invasion and migration can be modulated via suppressing the EMT pathway through the intercellular transfer of miR-30e by EVs.

**Figure 9:**
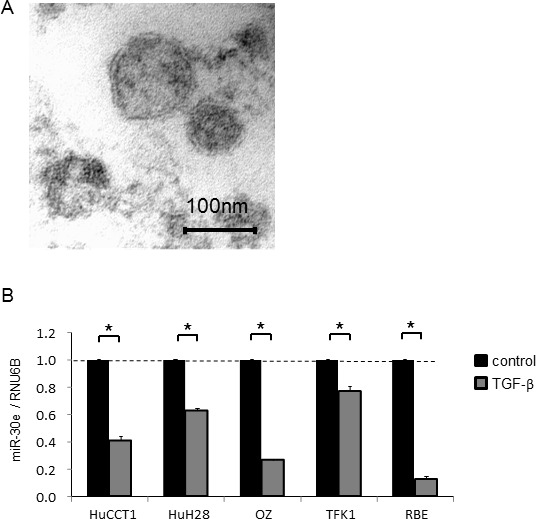

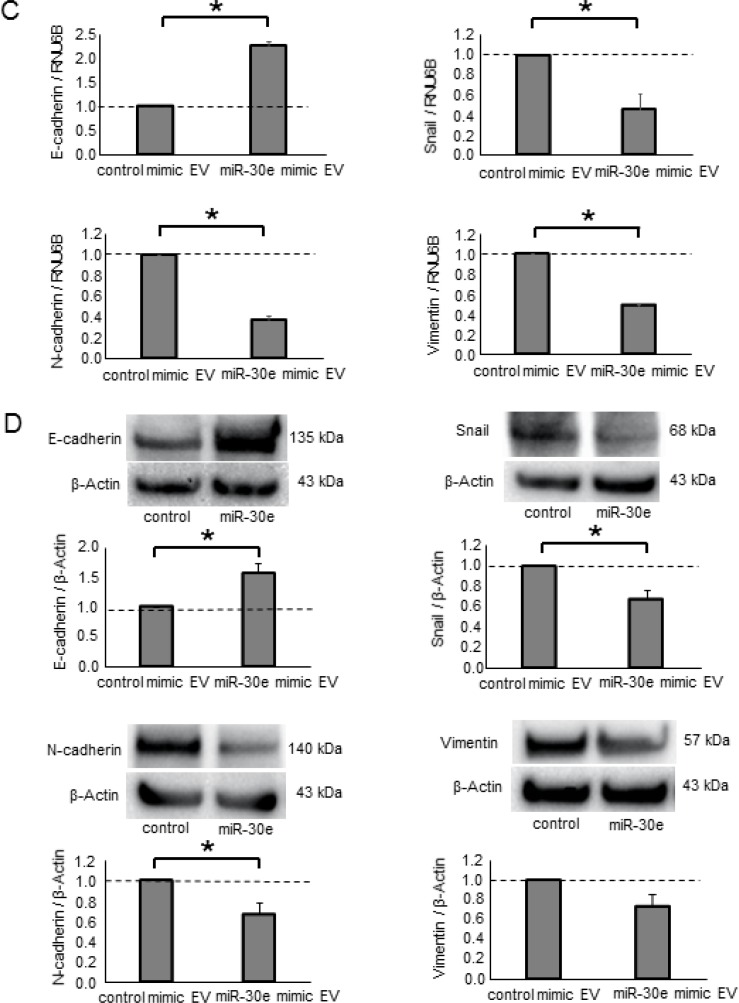
Intercellular miR-30e transfer by EVs during EMT in CCA cells CCA cells (1 × 10^6^ per 10 cm dish) were cultured for 72 h, and EVs were obtained from the conditioned medium by ultracentrifugation. (**A**) Transmission electron microscope image showing EVs isolated from HuCCT1 cells. A homogeneous population of particles was obtained. (**B**) EV RNA was isolated from CCA cells incubated with 0 or 10 ng/ml TGF-β for 72 h, and then miR-30e expression was measured by qRT-PCR. MiR-30e expression was normalized to RNU6B and expressed relative to the value in control. (**C**, **D**) HuCCT1 cells were transfected with 12.5 nM miR-30e or control mimic. After 72 h, miR-30e-enriched or control EVs were isolated. Then, 4 × 10^5^ (per well) recipient HuCCT1 cells were seeded into 6-well plates in EV-depleted medium and incubated with the miR-30e-enriched or control EVs (30 μg/ml). After 48 h, E-cadherin, Snail, N-cadherin and Vimentin expression was analyzed by qRT-PCR on RNA isolated from recipient cells (C), and by western blot using extracted protein (D). Bars represent the mean ± SEM of three separate determinants. ^*^P < 0.05.

**Figure 10:**
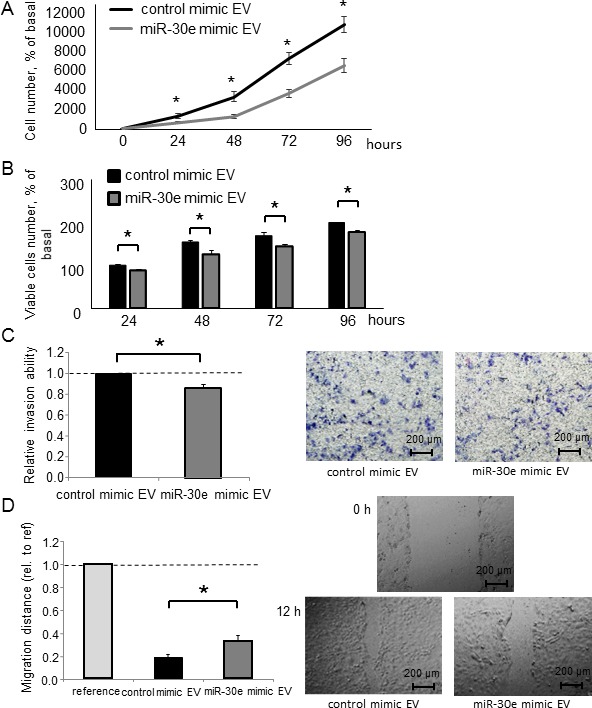
Intercellular transfer of miR-30e by EVs alters CCA cells phenotypes (**A**–**D**) HuCCT1 cells were incubated with EV solution including miR-30e-enriched or control EVs that were derived from HuCCT1 cells incubated with 12.5 nM miR-30e or control mimic (30 μg/ml) for 72 h. Cell proliferation was examined by cell counting using trypan blue (A), cell viability was examined by the MTS assay (B) after 24, 48, 72 and 96 h, cell invasion was assessed by Transwell assays after 24 h (C), and cell migration was assessed by the wound healing assay. Wounds were made after 24 h, and the wound area was measured after 12 h (D). ^*^P < 0.05.

## DISCUSSION

Our mechanistic understanding of the metastatic cell-cell communications by cancer cell-derived EVs has recently advanced; however, little is known about the regulation of EMT through EV-encapsulated miRNAs in CCA. In this study, we showed that miR-30e could be transferred by CCA cell-derived EVs and inhibits EMT via directly targeting Snail, suppressing invasion and migration in CCA cells. This is the first report to show that EV-mediated miRNAs regulate EMT in CCA. This demonstration of EV-mediated intercellular signaling provides new insights into tumor invasion and metastasis and raises the potential for miR-30e and possibly other miRNAs to mediate biological effects in recipient cells through intercellular signaling.

EMT is the process through which epithelial cells convert into mesenchymal-like cells and plays important roles in the development of several tissues during embryogenesis. Recently, studies have demonstrated that EMT can induce cancer cell invasion and metastasis [4]. TGF-β is an EMT regulator that has been reported to induce EMT via Snail activation [9, 11]. Therefore, identifying an inhibitor of TGF-β-induced EMT in CCA cells may offer the potential to improve clinical therapies for CCA patients. In this study, we showed that TGF-β induced EMT, that miR-30e was downregulated by TGF-β, and that miR-30e was predicted by bioinformatics analyses (TargetScan, TarBase, miRNA.org and MiRBase) to directly target the Snail 3′UTR, which we confirmed in CCA cells using Luciferase reporter assay. Together, these data suggested that miR-30e contributes to altered signaling and tumor development in CCA.

The miR-30 family has been reported to suppress EMT by targeting Snail in human hepatocytes and pancreatic epithelial cells [28, 29]. Recent studies have also revealed that the miR-30 family is downregulated in tumors, where it is involved in EMT and participates in the mechanisms of tumor development and progression in several types of cancer. MiR-30a inhibits invasion and metastasis by regulating EMT through targeting Snail in non-small cell lung cancer [30]. MiR-30c inhibits EMT via targeting Slug or Snail in renal cell carcinoma and non-small cell lung cancer [31, 32]. MiR-30a, 30c and 30d also block TGF-β-induced EMT in ovarian cancer [26, 33]. Although these reports suggest that the miR-30 family works as a tumor suppressor via regulating EMT, their roles in CCA have not been fully elucidated. In this study, we identified that miR-30e could inhibit TGF-β-induced EMT, invasion and migration by targeting Snail in CCA cells. This indicated that miR-30e has the potential to be an onco-suppressor gene, similar to the other miR-30 family members. Although miR-200c and miR-214 have been reported to regulate EMT in CCA [16], our data show that miR-30e also plays a key role in regulating EMT and could be a potential therapeutic target for human CCA. As a single miRNA can target multiple mRNAs, further investigations are required to fully understand the role of miR-30e in regulating EMT.

The transfer of mRNA or ncRNA by EVs such as exosomes from cancer cells in response to environmental changes provides a potential mechanism of intercellular signaling. EVs can mediate paracrine signaling in the tumor microenvironment and play important roles in the development and progression of several cancers [18]. Additionally, increasing evidence has shown that EV-encapsulated RNA in body fluids could serve as a cancer biomarker [34]. Although some miRNAs within EVs have been reported to play important roles in regulating EMT in human lung adenocarcinoma and melanoma cells [23, 35], their roles in CCA development remain unclear. Recent experimental studies have demonstrated that miR-195 can be transferred by EVs to inhibit tumor progression in a rat model of CCA [36]. In this study, we verified that EVs can transfer miR-30e to recipient CCA cells, which inhibits EMT via directly targeting Snail in the recipient cells. One limitation of our study was the presence of various contents in EVs, rather than only transferring miR-30e in CCA-derived EVs. This raises the possibility that other EV contents potentially contributed to the observed differences in EMT, invasion and migration in response to EV. However, miR-30e could be considered as one of the important factors responsible for the observed effects, as incubation with miR-30e-enriched EVs further suppressed EMT, invasion and migration in recipient cells. The other issue raised in our study was whether extracellular miR-30e primarily exists in EVs. We have compared differential miR-30e levels from various compartments, cellular, secretary (supernatant) and EVs in isolation. We analyzed miR-30e expression by qRT-PCR using identical amounts of RNA for all reverse transcription reactions. However, there are no established housekeeping genes between cells, supernatant and EVs, making it difficult to compare mRNA levels among these different cellular compartments. Thus, the miR-30e expression results might be affected by variances in housekeeping gene Ct values. However, our preliminary results suggested that most of the extracellular miR-30e exists within EVs (data not shown). Our findings suggest that miR-30e-mediated EMT inhibition through EV communication could be a therapeutic strategy for human CCA.

In conclusion, our findings provide several new mechanistic insights into the regulation of invasion and metastasis in human CCA. The role of EV signaling in tumor cell development was evaluated, and specific EV-associated miRNA mediators such as miR-30e that are involved in modulating EMT, invasion and migration were identified. To emphasize the significance of miR-30e in CCA development, a clinical association study including an analysis of miR-30e as a serum biomarker will be needed in the future. Although further investigations will be required to fully elucidate the detailed mechanisms, novel strategies targeting EMT that use EV-encapsulated miR-30e in the tumor microenvironment may be an important therapeutic approach for advanced CCA patients.

## MATERIALS AND METHODS

### Cell lines, culture and reagents

The non-malignant human cholangiocyte cell line MMNK-1 were obtained from the JCRB Cell Bank (Osaka, Japan) and cultured as recommended by the supplier. The CCA cell lines HuCCT1, HuH28 and OZ were obtained from the JCRB Cell Bank, and TFK-1 and RBE cells were provided by the RIKEN BRC through the National Bio-Resource Project of the MEXT (Tsukuba, Japan) [37]. HuCCT1, HuH28, TFK-1 and RBE cells were cultured in RPMI 1640 medium (Thermo Fisher Scientific, Waltham, MA, USA) containing 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin (Thermo Fisher Scientific). OZ cells were cultured in Williams’ medium (Thermo Fisher Scientific) with 10% FBS and 1% penicillin-streptomycin. MMNK-1 cells were cultured in DMEM high-glucose medium (Thermo Fisher Scientific) with 5% FBS and 1% penicillin-streptomycin. All cells were cultured at 37° C in a 5% CO_2_ incubator. For all EV studies, EV-depleted medium was prepared using Exosome-Depleted FBS (Thermo Fisher Scientific). TGF-β was obtained from EMD Millipore Corporation (Billerica, MA, USA). Cells were treated with 10 ng/ml TGF-β for 72 h to induce EMT.

### Isolation and characterization of EVs

Cells (1 × 10^6^) were seeded with 11 ml of EV-depleted medium in 10 cm dishes. After 3–4 d, media from 16 dishes was filtered with a filtration system (Thermo Fisher Scientific) and sequential centrifugation was performed. The media was first centrifuged at 300 × g for 10 min, then at 2000 × g for 20 min at 4° C to remove cells and cellular debris. The supernatant was then centrifuged at 10,000 × g for 70 min at 4° C to isolate EVs pellets, which were then re-suspended in 10 ml phosphate-buffered saline (PBS). All pellets resuspended in PBS were further ultracentrifuged at 100,000 × g for 70 min at 4° C. The final pellet comprised an EV preparation that contained a homogenous population of EVs and was used to isolate EV RNA or other studies, or was resuspended in 50–100 ml PBS and stored at −80° C. The protein yield was measured using a bicinchoninic acid protein assay kit (Thermo Fisher Scientific), and EV morphology was identified by transmission electron microscopy.

### RNA extraction and analysis

Total RNA was extracted from cells using the miRNeasy Mini Kit (QIAGEN, Valencia, CA, USA) or from EVs using the ExoQuick-TC^®^ (System Biosciences, Mountain View, CA, USA). For the latter, cells (1 × 10^6^) were plated with 11 ml EV-depleted medium in 10-cm dishes. After 3–4 d, the medium was collected and sequentially centrifuged at 3000 × g for 15 min to remove cells and cellular debris. The supernatant was transferred to a sterile vessel and combined with 2 ml ExoQuick-TC^®^. After an overnight precipitation at 4° C, total RNA was extracted using SeraMir™ Exosome RNA Amplification Kit (System Biosciences) according to the manufacturer’s instructions. RNA concentration was measured using a NanoDrop ND-1000 (Nano-Drop Technologies, Wilmington, DE, USA).

### MiRNA microarray analysis

RNAs from CCA cells were labeled with 3D-Gene miRNA labeling kit (Toray Industries Inc., Tokyo, Japan). Then, labeled RNAs were hybridized onto a 3D-Gene Human miRNA Oligo chip (Toray Industries Inc.). The annotation and oligonucleotide sequences of the probes conformed to the miRBase miRNA database (http://microrna.sanger.ac.uk/sequences/). After stringent washes, fluorescent signals were scanned with the 3D-Gene Scanner (Toray Industries Inc.) and analyzed using 3D-Gene Extraction software (Toray Industries Inc.). A relative expression level of a given miRNA was calculated by comparing the signal intensities of the valid spots throughout the microarray experiments. The normalized data were globally normalized per array, such that the median of the signal intensity was adjusted to 25. 

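In the normalized values that the authors deposited, the median of the listed miRNAs was 25 on each of the 6 arrays. Every column of these values was a straight line of the spot brightness of its array, and the largest residual was 0.039 to 0.17 brightness units. The line crossed 0 at a brightness of 30.7, 54.2 and 29.6 on control arrays 1, 2 and 3 and at 82.2, 76.1 and 42.4 on the TGF-β arrays. The mean of the blank spots, computed without the 5% highest and the 5% lowest of them, was 30.7, 54.2, 29.6, 82.2, 76.1 and 42.4 on the same arrays. The median was thus set over a different number of probes on each array. On the log2 scale, the factor from an array's own detected probes exceeded the one from the probes detected on all 6 arrays by 1.22, 0.33 and 0.68 on the control arrays and by 0.29, 1.02 and 0.28 on the TGF-β arrays, where each array's own detected probes were those of the 2 SD rule. The mean of the excess was 0.74 ± 0.45 (SD, n = 3) on the control arrays and 0.53 ± 0.42 (SD, n = 3) on the TGF-β arrays, so that the ratio of TGF-β to control was lower by 0.22 on the log2 scale than with the same probes on every array. This difference between the groups was within the spread between arrays (2-sided exact permutation test, p = 0.50).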

The microarray data can be accessed through NCBI GEO Database under NCBI accession no. GSE104629.

### Quantitative real-time PCR (qRT-PCR)

RNA was treated with RNase-Free DNase I (Qiagen) and reverse-transcribed to cDNA using the iScript^®^ cDNA Synthesis Kit (Bio-Rad Laboratories, Hercules, CA, USA). qRT-PCR was performed to detect mRNAs using an Applied Biosystems^®^ 7300 Real Time PCR System (Applied Biosystems, Foster City, CA, USA), and expression was normalized to RNU6B with SYBR green I (SYBR Advantage qPCR Premix; Clontech Laboratories, Inc., Mountain View, CA, USA). The following PCR primers were used: E-cadherin forward: 5′-TGCACCA ACCCTCATGAGTG-3′ and reverse: 5′-GTCAGTATCA GCCGCTTTCAG-3′; Snail forward: 5′-TTCTCACTGC CATGGAATTCC-3′ and reverse: 5′-GCAGAGGACAC AGAACCAGAAA-3′; N-cadherin forward: 5′-TCGCCA TCCAGACCGACCCA-3′ and reverse: 5′-TGAGGCGG GTGCTGAATTCCC-3′; Vimentin forward: 5′-CCTGAAC CTGAGGGAAACTAA-3′ and reverse: 5′-GCAGAAAG GCACTTGAAAGC-3′; RNU6B forward: 5′-CTCGCT TCGGCAGCACA-3′ and reverse: 5′-AACGCTTCA CGAATTTGCGT-3′. Expression of mature miRNAs was assessed using TaqMan human MicroRNA Assay Kit (Applied Biosystems) and normalized to RNU6B.

### Protein extraction and western blotting

Total protein was extracted from cultured cells using cOmplete^®^ Lysis-M EDTA-free and cOmplete Mini, EDTA-free, protease inhibitor cocktail tablets (Roche, Basel, Switzerland). Equivalent amounts of protein samples were mixed with NuPAGE^®^ 4× LDS Sample Buffer (Life Technologies, Grand Island, NY, USA) and separated on NuPAGE^®^ Novex 4%–12% Bis-Tris Gels (Life Technologies) and then transferred onto nitrocellulose membranes. The membranes were blocked with blocking buffer (TBST (25 mM Tris-HCl pH 7.4, 125 mM NaCl, 0.05% Tween-20) with 5% BSA (Sigma-Aldrich, St. Louis, MO, USA)) for 1 h, and then incubated overnight at 4° C with the indicated primary antibodies: rabbit monoclonal anti-E-cadherin (1:1000, Cell Signaling Technology, Danvers, MA, USA), goat polyclonal anti-Snail (1:1000, Abcam, Cambridge, UK), rabbit monoclonal anti-N-cadherin (1:1000, Cell Signaling Technology), rabbit monoclonal anti-Vimentin (1:1000, Cell Signaling Technology) and mouse monoclonal anti-β-Actin (1:5000, Santa Cruz Biotechnology, Dallas, TX, USA). Membranes were then washed three times for 15 min with TBST, and then incubated with ECL^®^ Anti-Rabbit IgG HRP-Linked Whole Antibody (1:20000, GE Healthcare, Hatfield, UK) for E-cadherin, N-cadherin and Vimentin, ECL^®^ Anti-Mouse IgG HRP-Linked Whole Antibody (1:20000, GE Healthcare) for β-Actin and ZyMax^®^ Rabbit anti-Goat IgG (H+L) HRP Conjugate (1:100000, Life Technologies) for Snail. Visualization and quantitation of protein expression were performed using ChemiDoc XRS+ Imaging System (Bio-Rad Laboratories). Relative protein expression was determined by probing the same membranes for β-Actin.

### MiRNA mimic and inhibitor transfections

CCA cells were transfected with mirVana^®^ miR-30e mimic, inhibitor or negative controls (Applied Biosystems) using Lipofectamine RNAiMAX (Life Technologies). After 48–72 h, the cells were collected and used for further experiments.

### Cell proliferation and cell viability assays

For cell proliferation studies, cells (1 × 10^4^ per well) were seeded in 24-well plates. At each time point, trypan blue staining was performed, and the number of viable cells was expressed relative to cell counts at baseline. For cell viability studies, cells (1 × 10^4^ per well) were seeded into 96-well plates. At the indicated time points, viability was assessed using CellTiter 96^®^ AQueous One Solution Assay (Promega, Madison, WI, USA). Background correction was performed by subtracting background fluorescence from wells without cells.

### Cell invasion and migration assays

Cell invasion studies were performed using 24-well Transwell^®^ permeable support 24-well plates (Corning Incorporated, Corning, NY, USA). The Transwell plates were coated with pre-diluted Matrigel (5 μg/μl; BD Biosciences, Bedford, MA, USA) prior to experimentation. Cells were seeded at a density of 5 × 10^4^ per well in 100 μl serum-free medium in the upper chamber, and the lower chamber of the Transwell was filled with 600 μl of medium supplemented with 10% FBS. After 24 h incubation, cells remaining on the upper surface of the Transwell chamber were removed with a cotton swab. The cells that had invaded through the Matrigel to the bottom of the insert were fixed and stained using Diff-Quik^®^ (Sysmex, Hyogo, Japan). The number of migrated cells was counted in three random high-powered fields under a light microscope, and the relative number was calculated. For cell migration studies, cells were seeded into 6-well plates at a density of 4 × 10^5^ cells/well and grown to 90% confluence. Straight scratches were created using a sterile pipette tip. Floating cells were removed and the cultures were maintained. Images of wounds were taken immediately and after 12 h. Cell migration was assessed by measuring the wound closure covered by cells.

### Luciferase reporter assays

The Snail 3′UTR firefly luciferase reporter vector, the mutant Snail 3′UTR firefly luciferase reporter vector and empty vector were purchased from OriGene Technologies (Rockville, MD, USA). Cells were seeded into 6-well plates at 2 × 10^5^ cells/well and treated with 12.5 nM miR-30e or negative control mimic. After 24 h, those cells were co-transfected with 2.0 μg of Snail 3′UTR firefly luciferase reporter vector, mutant Snail 3′UTR firefly luciferase reporter vector or empty vector, and 0.1 μg of Renilla luciferase reporter pRL-SV40 (Promega) using Lipofectamine 2000 (Thermo Fisher Scientific) according to the manufacturer’s protocol. After another 24 h, luciferase activity was measured using the Dual-Luciferase Reporter Assay in accordance with the manufacturer’s instructions (Promega). Relative firefly luciferase activity was normalized to Renilla luciferase activity.

### Statistical analysis

Data were expressed as the mean and standard error from at least three replicates unless otherwise noted. Comparisons between groups were performed using the two-tailed Student’s *t*-test or one-way ANOVA followed by Bonferroni post hoc test. Results were considered statistically significant when *P* < 0.05. Data were analyzed using commercial software (Prism 6; GraphPad, San Diego, CA, USA).

## SUPPLEMENTARY MATERIALS FIGURES

# Supplementary material for: Extracellular vesicle-encapsulated miR-30e suppresses cholangiocarcinoma cell invasion and migration via inhibiting epithelial-mesenchymal transition
**Source:** Oncotarget. 2018 Mar 27;9(23):16400–17. doi: 10.18632/oncotarget.24711
**Supplement:** Supplementary file 1

## Extracellular vesicle-encapsulated miR-30e suppresses cholangiocarcinoma cell invasion and migration via inhibiting epithelial-mesenchymal transition

### SUPPLEMENTARY MATERIALS

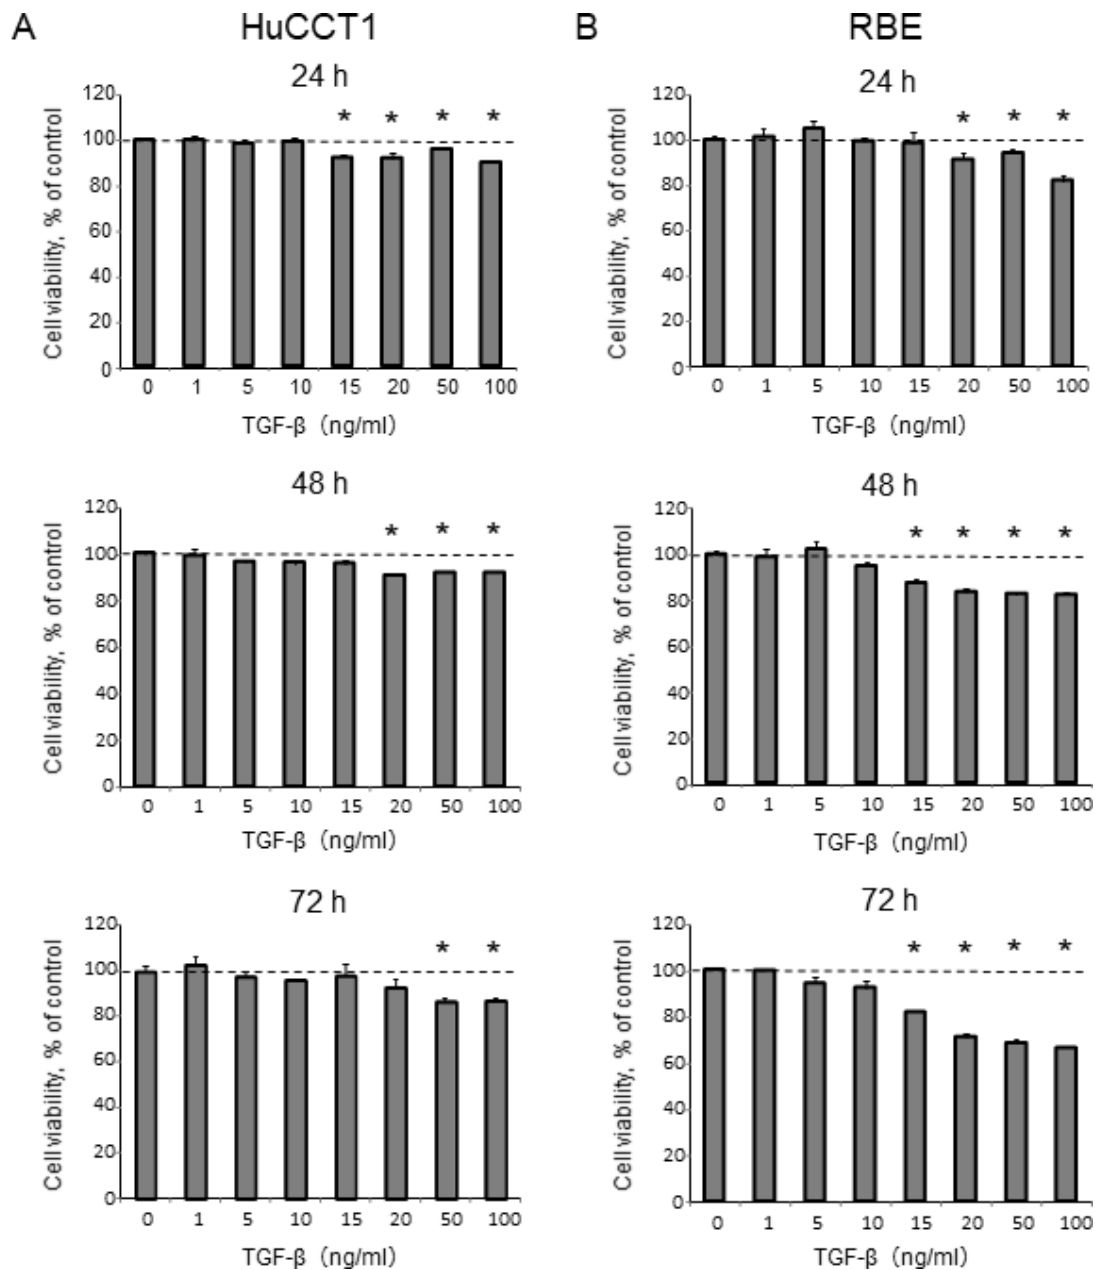

**Supplementary Figure 1: The effect of TGF-β on CCA cell viability.** (A, B) HuCCT1 (A) and RBE (B) cells were seeded into 96-well plates at  $1 \times 10^4$  cells/well and treated with various doses of TGF-β. After 24, 48 and 72 h, cell viability was examined by the MTS assay. Bars represent the mean  $\pm$  SEM of 3 separate determinants. \* $P < 0.05$ .

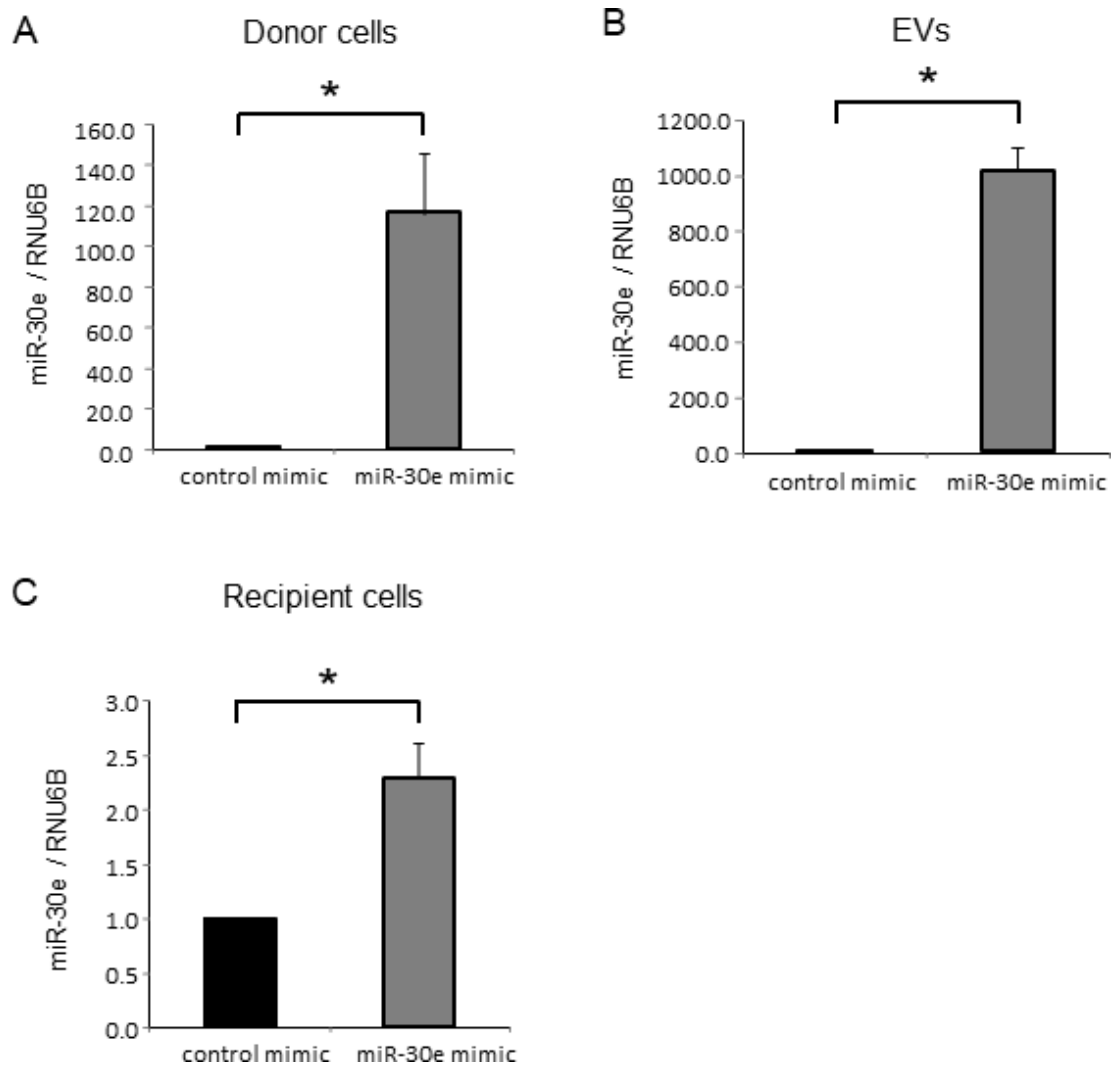

**Supplementary Figure 2: The efficiency of miR-30e overexpression in CCA cells and EVs.** (A–C) HuCCT1 cells were transfected with 12.5 nM miR-30e or control mimic. After 48 h, RNA was isolated from those donor HuCCT1 cells (A). After 72 h, EV RNA was isolated from donor HuCCT1 cells (B). After 72 h, EVs were isolated, and recipient HuCCT1 cells were incubated with those EVs. After another 48 h, RNA was isolated from recipient HuCCT1 cells (C). qRT-PCR for miR-30e was performed using the indicated samples. Bars represent the mean  $\pm$  SEM of 3 separate determinants. \* $P < 0.05$ .

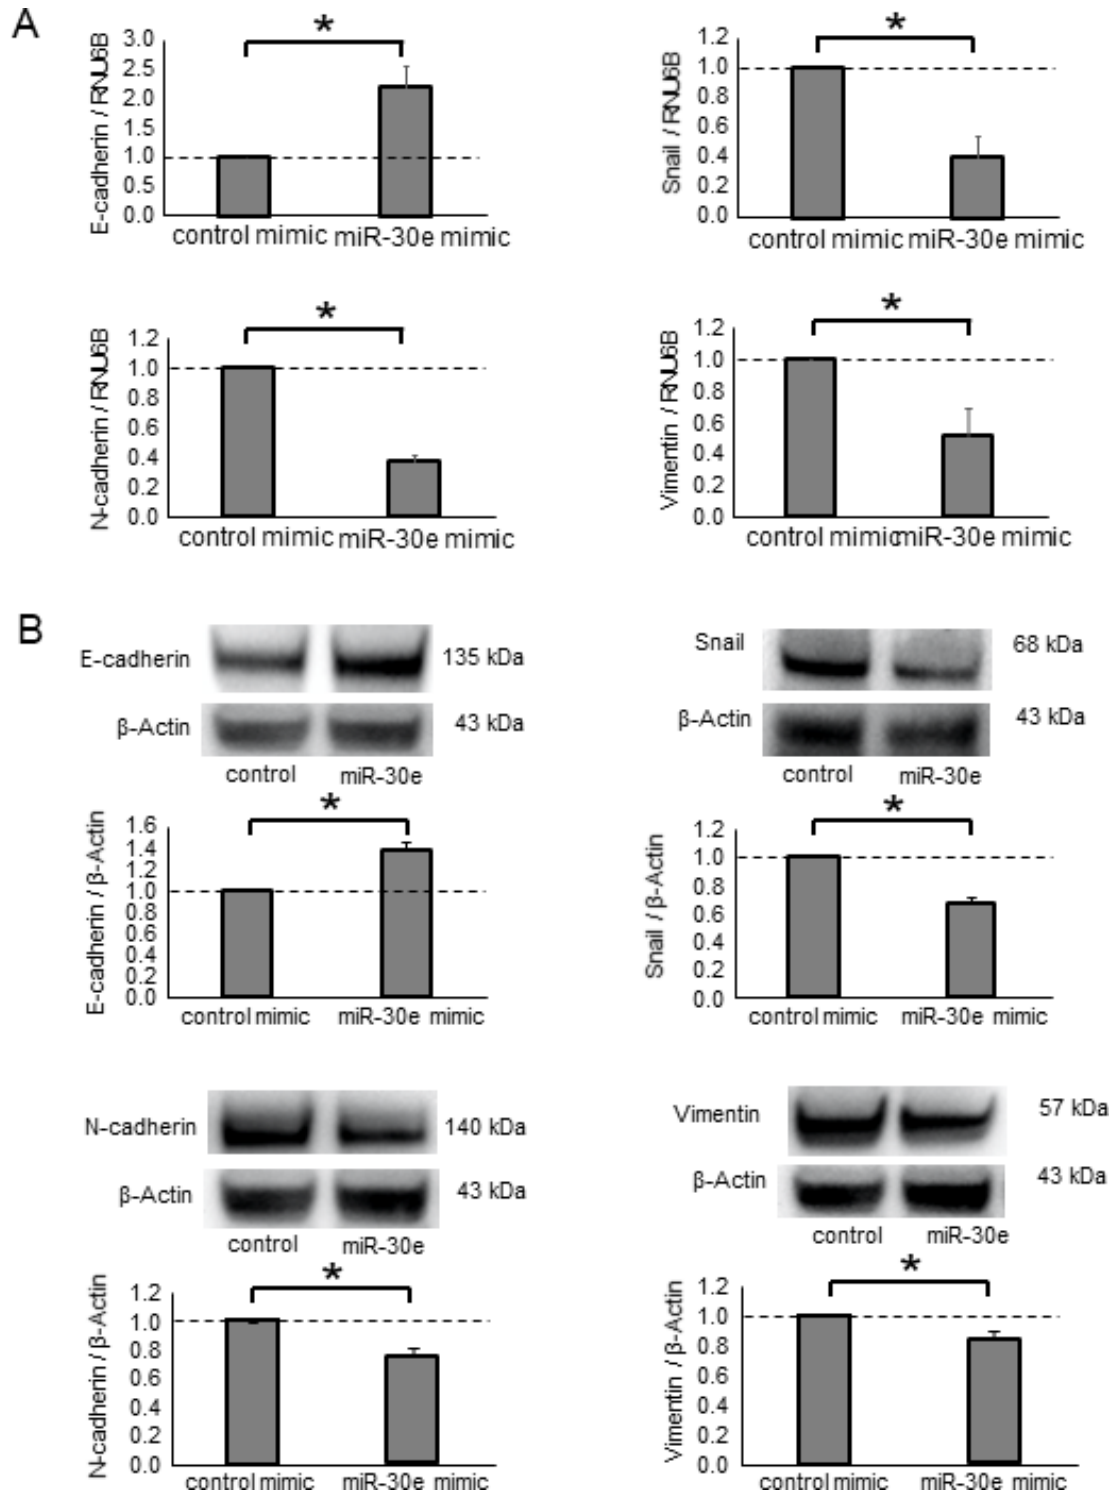

**Supplementary Figure 3: The effect of miR-30e overexpression on EMT-related genes in CCA cells.** (A, B) RBE cells were transfected with 12.5 nM miR-30e or control mimic. After 48 h, RNA was isolated and qRT-PCR for E-cadherin, Snail, N-cadherin and Vimentin was performed (A). After 72 h, protein was extracted and western blots were performed using antibodies specific for E-cadherin, Snail, N-cadherin and Vimentin; relative expression normalized to  $\beta$ -Actin is shown (B). \* $P < 0.05$ .

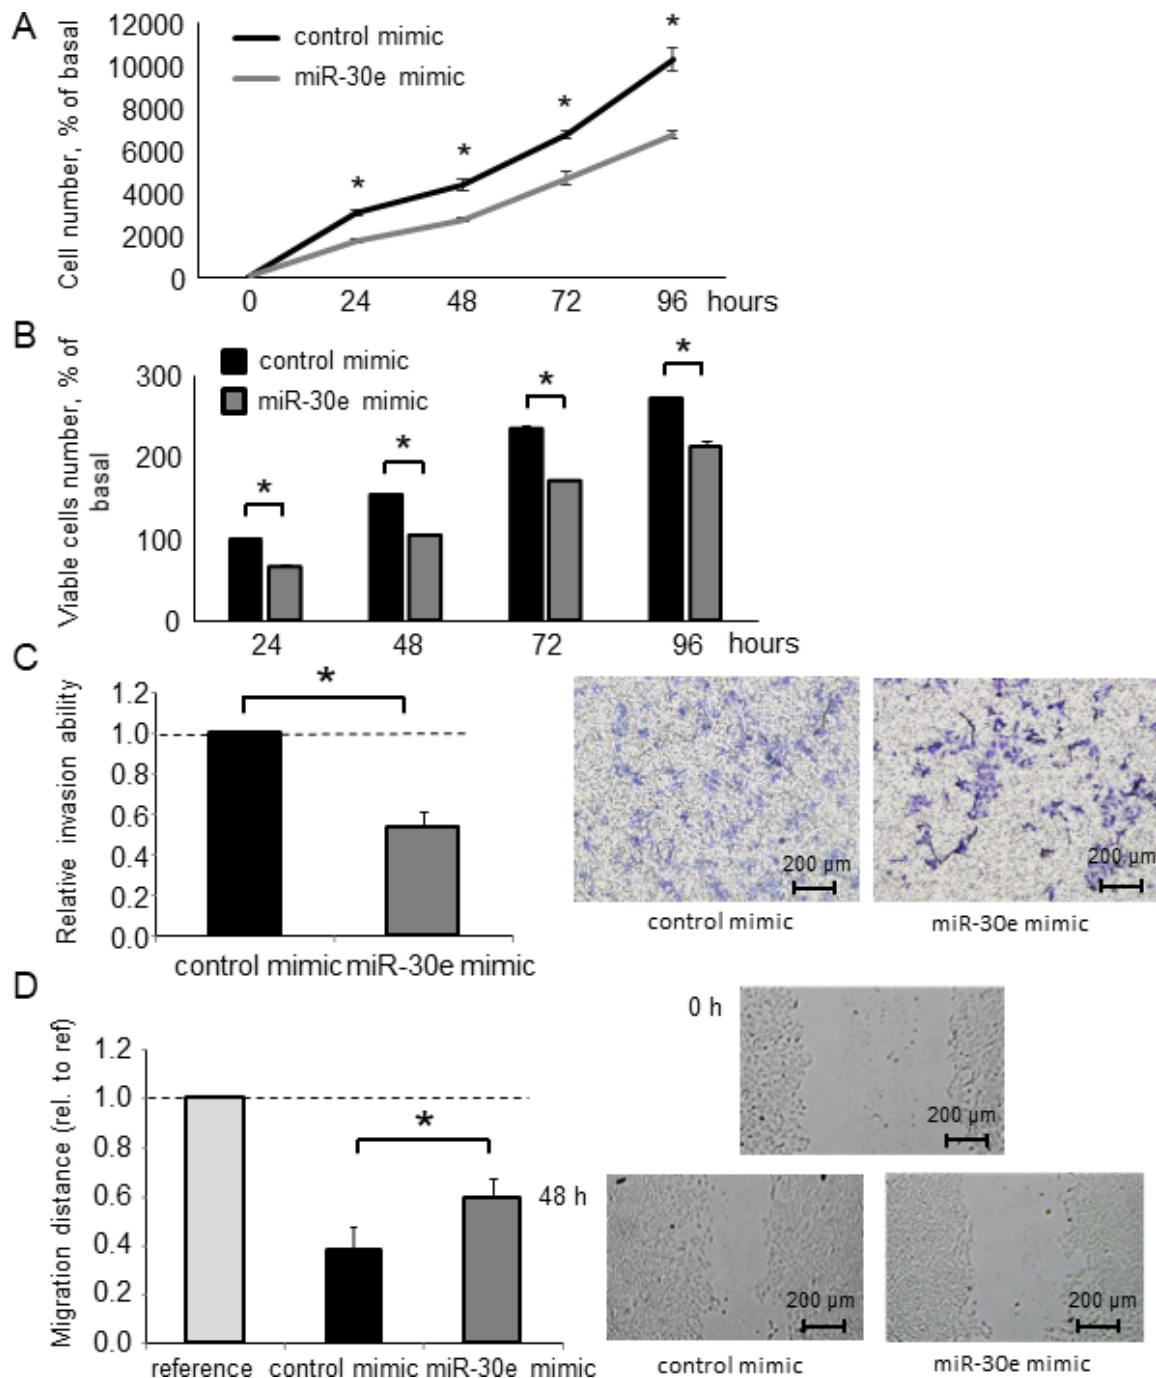

**Supplementary Figure 4: The effect of miR-30e overexpression on CCA cell phenotypes.** (A, B) RBE cells were transfected with 12.5 nM miR-30e or control mimic. After 24, 48, 72 and 96 h, cell proliferation was examined by cell counting using trypan blue (A), and cell viability was examined by the MTS assay (B). (C, D) RBE cells were transfected with 12.5 nM miR-30e or control mimic. After 24 h, cell invasion was assessed by the Transwell assay. Invasive cells were counted under an inverted microscope (C). After 48 h, cell migration was assessed by the wound healing assay. Wound areas were measured as described in the Experimental Procedures (D). \* $P < 0.05$ .

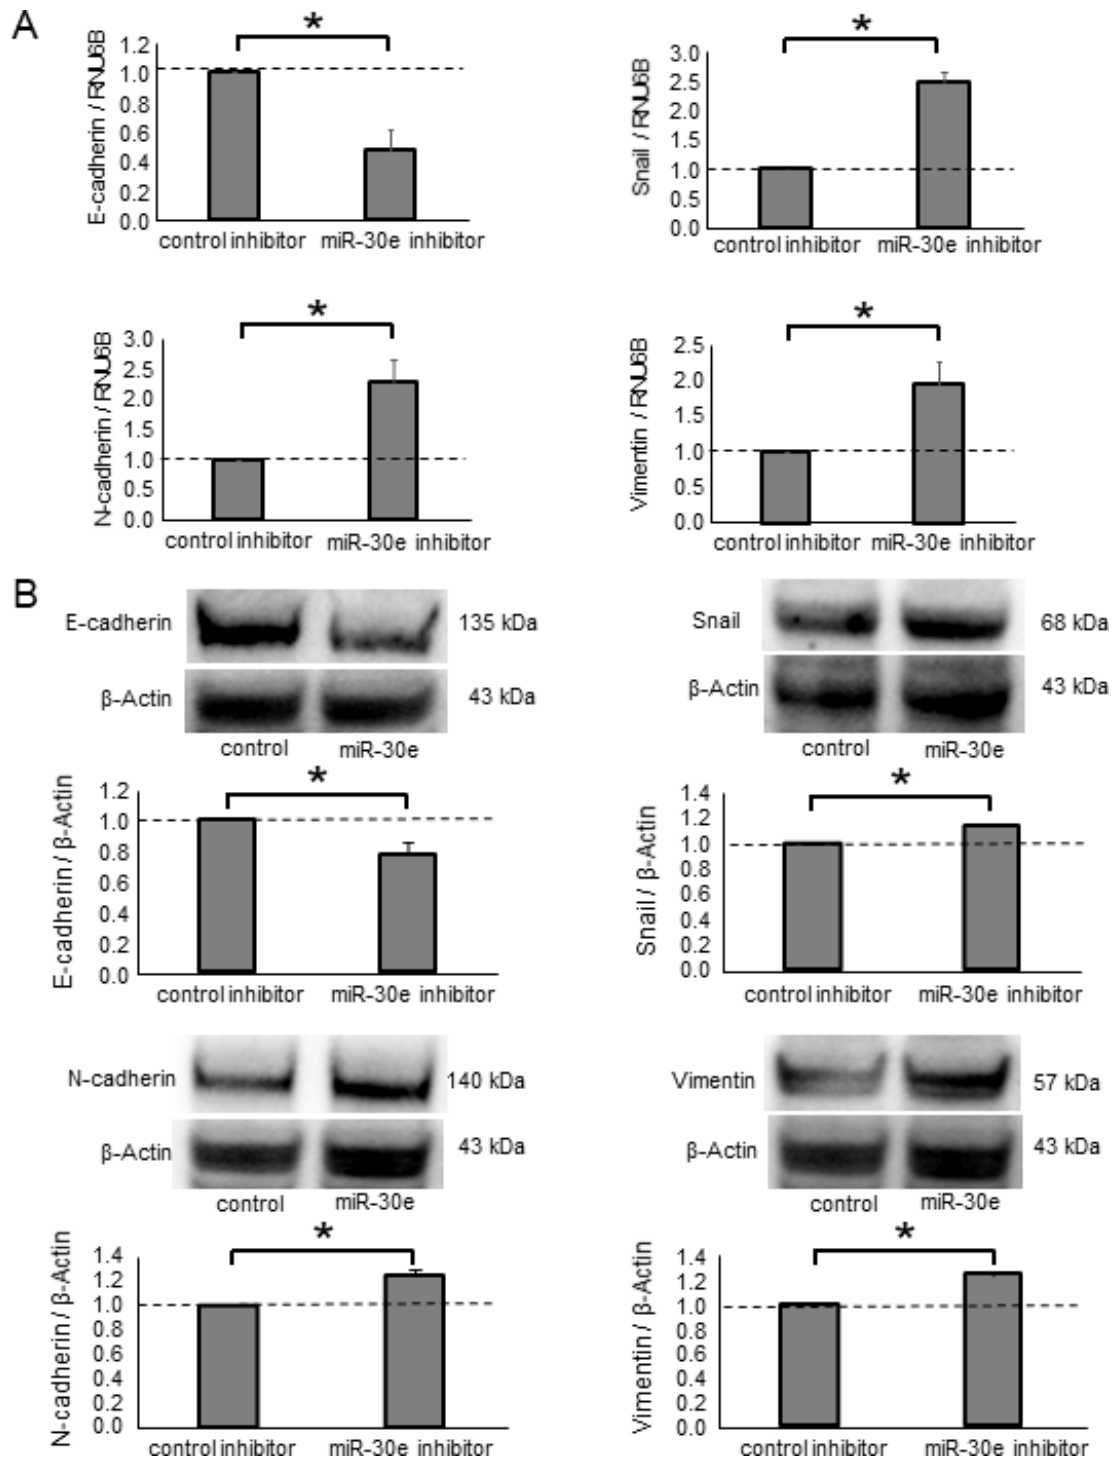

**Supplementary Figure 5: The effect of miR-30e inhibition on EMT-related genes in CCA cells.** (A, B) RBE cells were transfected with 25 nM miR-30e or control inhibitor. After 48 h, RNA was isolated and qRT-PCR for E-cadherin, Snail, N-cadherin and Vimentin was performed (A). After 72 h, protein was extracted and immunoblot analysis was performed using antibodies specific for E-cadherin, Snail, N-cadherin and Vimentin (B). \* $P < 0.05$ .

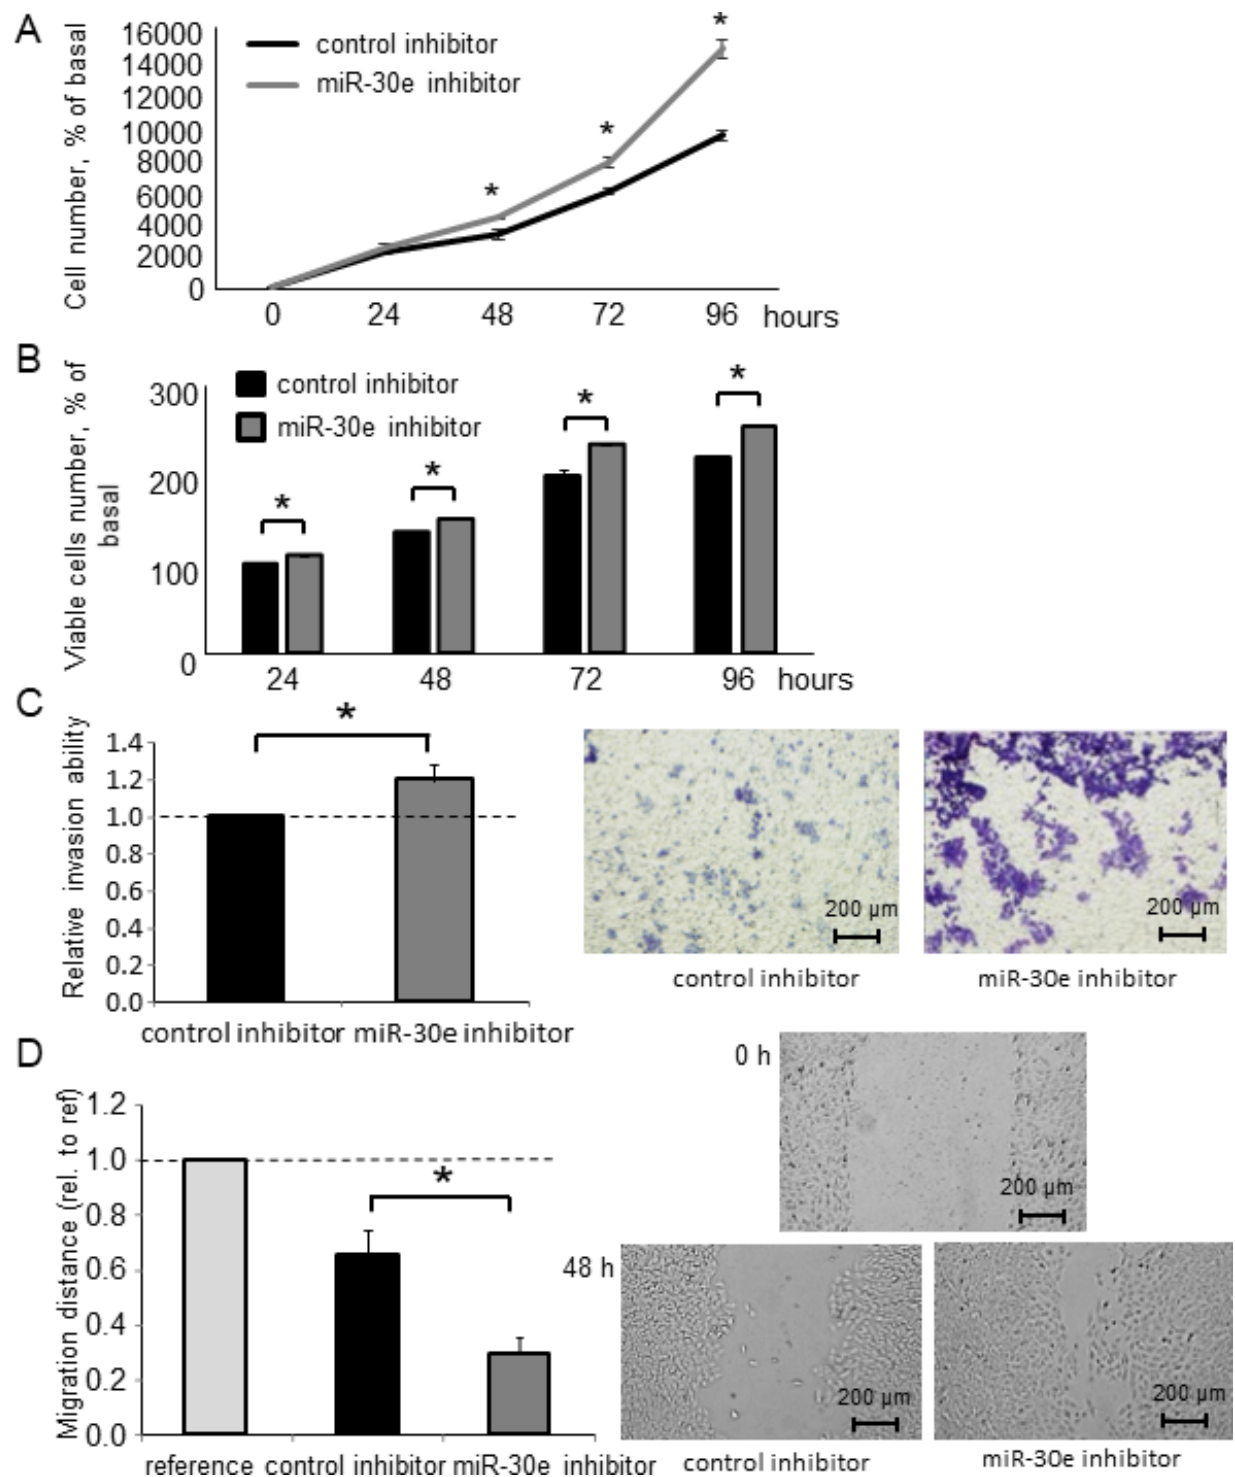

**Supplementary Figure 6: The effect of miR-30e inhibition on CCA cell phenotypes.** (A, B) RBE cells were transfected with 25 nM miR-30e or control inhibitor. After 24, 48, 72 and 96 h, cell proliferation was examined by cell counting using trypan blue (A), and cell viability was examined by the MTS assay (B). (C, D) RBE cells were transfected with 25 nM miR-30e or control inhibitor. After 24 h, cell invasion was assessed by the Transwell assay (C). After 48 h, cell migration was assessed by the wound healing assay (D). \* $P < 0.05$ .

How the deposited data were processed for this re-analysis (not part of the article)

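The experiment measured miRNAs in HuCCT1 cells on 6 microRNA arrays of 1 colour, 3 of control cells (0 ng/ml TGF-β) and 3 of cells treated with 10 ng/ml TGF-β, each at 72 h. The assignment of arrays to groups and replicate numbers was taken from the labels of the deposited samples, which match the doses and the time in the paper. All 6 arrays were used.

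Deposited values of 2 kinds were used for each array. The first is the scanner output, in which the authors deposited the intensity of every spot as a median over its pixels with a local background beside it, on a linear scale and without normalization. The second is the table of the authors' normalized intensity values, in which each array has a median of 25 over the miRNAs listed for it and the other miRNAs are left empty. The methods name the 3D-Gene Extraction software and the adjustment of the median to 25, and the paper's text does not name the rule for detection or the probes over which the median was taken. The second table was found to be a straight line of the first on every array, as given beside the methods. The scanner output also carries a spot flag for each of 3 gains of the scanner. These flags mark spot quality and are also set to pass on blank spots, so detection was decided from the blank spots instead. Between 0 and 2 human probes per array were flagged as failed and were treated as missing.

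From the scanner output, the mean of the 229 blank spots of an array was subtracted from the intensity of each of its 2555 human miRNA probes. A probe was detected on an array when its intensity exceeded the mean of the blank spots by 2 SD. Of all human probe signals, 21.3% lay above the mean of the blank spots. Each array was scaled so that the median of the probes detected on all 6 arrays was 25, signals below detection were then set to the lowest detected signal of that array, and log2 was taken. Control spots were left out. A miRNA was expressed when detected on all 3 arrays of at least 1 group. The ratio of a miRNA was the arithmetic mean of the TGF-β arrays over that of the control arrays, with the study's thresholds of 1.5 and 0.67. Groups were compared on the log2 signals with limma 3.58.1 (lmFit and eBayes, without a block) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single miRNAs were also compared by a 2-sided exact permutation test, for which 3 arrays against 3 cannot give a p below 0.10. The miR-30 family (the 5p arms of miR-30a to miR-30e) and the miR-200 family (miR-200a-3p, miR-200b-3p, miR-200c-3p, miR-141-3p and miR-429) were tested as sets with camera, at an inter-gene correlation of 0.01, and with fry, with Benjamini-Hochberg adjustment over the 2 sets. Differences between miR-30e-5p and the other miR-30 members were tested within arrays.

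The miRNAs named in the text are those the paper names, both arms of the miR-30 family, the miR-200 family, and the 5 largest rises and the 5 largest falls among expressed miRNAs detected on all 6 arrays whose groups did not overlap. The rule would have taken the last from miRNAs past the adjusted p in a direction with at least 3 of them, and there was no such direction. Of the 21 miRNAs on the list made from the paper's names and the 2 families, 8 were not detected on any array: miR-30b-3p, miR-30c-1-3p, miR-30c-2-3p, miR-30d-3p, miR-200c-5p, miR-214-5p, miR-214-3p and miR-195-3p.

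Array signals correlated between 0.962 and 0.985 (Pearson, across miRNAs on the log2 scale) among control arrays, between 0.945 and 0.980 among TGF-β arrays and between 0.945 and 0.979 across groups, so no 2 arrays were copies of each other. The replicate numbers are shared by the groups. Deviations from the group means of arrays with the same number correlated by 0.12, 0.24 and 0.33 for replicates 1, 2 and 3 (across 322 miRNAs, which are not independent replicates). A pairing of the arrays is possible but not shown by these values, since none for arrays with unlike numbers are set beside them. Neither the labels nor the paper's text say what a number marks. The exact permutation tests use no pairing. The comparison without the block is the main one, and the comparison with the replicate number as a block is an alternative.

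The limma step was tested on simulated log2 signals of 322 miRNAs with the means and spreads of these arrays and independent noise, in which 60 miRNAs were changed by TGF-β. A change of 2-fold was called for 84.0% of the changed miRNAs, with 2.40 false calls per run, and a change of 1.5-fold for 4.08%. With no change, there were 0.05 false calls per run.

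The alternatives set before the data were examined were the authors' normalized values, normexp background correction with an offset of 50, scaling on each array's own detected probes, on all human probes, on the 75th percentile and by centred ratios, quantile normalization, 4 other filters for expressed miRNAs, geometric means, no lowest value, trend and robust eBayes, the methods' t-test, replicate and chip as blocks, chip 1 alone, and leaving out each array. Alternatives chosen after the data were seen were the authors' listed values with at least 1 array per group, the same filter on the main scaling, subtraction of the local background, the mean of the 178 spots named as no probe as background, scaling on the 16 spike control spots, and no scaling. Gene neighbours were taken from the RefSeq annotation of GRCh38.p14 by name, and no coordinates are given, since the array output names no genome build. The qRT-PCR, protein, reporter, invasion and vesicle experiments of the paper were not analysed here.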

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

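The authors' listed values, the filter of 1 array per group, the local background, the No Probe background, the spike scaling and no scaling were tried only after the data had been seen. All values below are counts, ratios or log2 changes (TGF-β minus control).

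The number of expressed miRNAs was 323, and it was 508 when detection on at least 1 array was enough and 150 for a mean normalized signal of at least 25, both by construction of the filter. It stayed within 1.5 times of 323 in the other 12 settings.

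The numbers of miRNAs above 1.5 and below 0.67 were 15 and 9. They were 5 and 43 in the authors' values, 4 and 1 with normexp background and an offset of 50, 6 and 27 with the median of each array's own detected probes, 7 and 17 with the 75th percentile of the common probes, 9 and 11 with centred ratios, 26 and 15 for miRNAs detected on at least 1 array, 5 and 4 for a mean signal of at least 25, 24 and 39 with the 4 arrays of chip 1, 32 and 17 for detection on 1 array of each group, 58 and 46 with local background, 4 and 48 with spike scaling, and 221 and 0 with no scaling. In the authors' listed values they were 17 and 56. With single arrays left out they ranged from 11 to 31 above 1.5 and from 6 to 33 below 0.67; the 31 came without control array 2, and the 33 without TGF-β array 3. The share above 1.5 among the miRNAs past either threshold was 62.5%, against 18.2% with each array's own detected probes, 29.2% with the 75th percentile, 45.0% with centred ratios, 10.4% in the authors' values, 7.69% with spike scaling and 100% with no scaling. With single arrays left out, this share was 32.7% without TGF-β array 3 and between 60.6% and 71.4% without any of the others. Normexp with an offset shrinks the ratios of dim probes by construction, and the cause of the other shifts stays open.

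The median log2 ratio of the expressed miRNAs was 0.02. It was -0.25 in the authors' values, -0.20 with each array's own detected probes, -0.10 with the 75th percentile, -0.042 with centred ratios, -0.22 in the authors' listed values, 0.10 with local background, -0.31 with spike scaling and 0.69 with no scaling. A scaling on the median of all human probes gave no value, since that median lay 2.90 to 19.3 brightness units below the mean of the blank spots.

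The number of miRNAs past the adjusted p in limma was 0 in the main setting and in 27 of 29 other settings, where between 6 and 31 miRNAs had an unadjusted p under 0.05 against 21. With arrays left out it ranged from 0 to 1: without TGF-β array 3, miR-629-5p passed, with 41 miRNAs at an unadjusted p under 0.05 (adjusted p = 0.039; a name chosen after its value was seen). The methods' t-test gave 1, miR-4521, after Benjamini-Hochberg adjustment. This t-test count was 0 in the authors' values, with normexp background and with each array's own detected probes. It was also 0 with the 75th percentile, quantile normalization and spike scaling, and 1 with centred ratios. It was 0 without control array 1 or 3 and without TGF-β array 1 or 2. It was 2 without control array 2 and 1 without TGF-β array 3. The self-test, with 60 of 322 miRNAs changed at once, called 84.0% of 2-fold changes and mostly missed changes of 1.5-fold. It did not try fewer changed miRNAs, for which the adjustment is stricter, so the number of arrays is not excluded as a cause of the low count. MiR-7851-3p, with a log2 change of 1.11, had a limma adjusted p of 0.43.

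With the replicate block, which pairs arrays of the same number, 0 miRNAs passed the adjusted p and 31 had an unadjusted p under 0.05, the log2 change of miR-30e-5p stayed at -0.41 (limma adjusted p = 0.72), and the medians of the miR-30 and miR-200 sets stayed at 0.04 and 0.05. The block changed no call.

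The log2 change of miR-30e-5p was below 0 in 27 of the 28 other settings in which it was tested, and 0.23 with no scaling (limma adjusted p = 0.73). In the 27 it ran from -1.10 with the 4 arrays of chip 1 to -0.12 without TGF-β array 1, with adjusted p values between 0.22 and 0.999 (limma, and the methods' t-test in 1 setting). Its ratio of means was 0.807 and ranged from 0.466 to 0.957, with 1.13 for no scaling. The ratio was below 0.67 in the authors' values (0.665), the authors' listed values, the 4 arrays of chip 1 (0.466), without TGF-β array 3 (0.576) and with local background (0.598). MiR-30e-5p had the lowest log2 change of the 5 miR-30 members (rank 1) in every setting that tested all 5 except without TGF-β array 1, where it had rank 2; over the left-out arrays the rank was 1 to 2. With a mean signal of at least 25 it was not among the miRNAs tested. The filters by detection, trend and robust eBayes, the replicate block and the methods' t-test left its log2 change at -0.41 by construction. A scaling by 1 factor per array cannot change the rank within the family. The number of settings with the same sign or rank is therefore no count of independent checks.

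MiR-30b-5p, miR-30c-5p and miR-30d-5p had log2 changes close to 0, and their signs depended on the setting. MiR-30b-5p was 0.21, and -0.047 in the authors' values and in their listed values, -0.0014 with each array's own detected probes, -0.29 with chip as a block, -0.36 with the 4 arrays of chip 1 and -0.11 with spike scaling. MiR-30c-5p was 0.11, and in the same settings -0.15, -0.11, -0.10, -0.17 and -0.21, and -0.0073 with the 75th percentile. MiR-30d-5p was 0.04, and in the same settings -0.21, -0.17, -0.57, -0.64, -0.27 and -0.069, with -0.011 for centred ratios and -0.020 for chip as a random block; with arrays left out it ranged from -0.22 (without TGF-β array 3) to 0.34. The cause was not tested.

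The median of the miR-30 set was 0.04, while its mean was -0.05 (limma's camera, adjusted p = 0.67 over the 2 sets; fry, adjusted p = 0.93). The median was -0.21 in the authors' values and in their listed values, -0.17 with each array's own detected probes, -0.069 with the 75th percentile, -0.011 with centred ratios, -0.020 with chip as a random block (fry) and -0.27 with spike scaling, with adjusted p values between 0.67 and 0.91. It was -0.34 with chip as a block (limma's camera, adjusted p = 0.0056; fry, adjusted p = 0.12) and -0.41 with the 4 arrays of chip 1 (camera, adjusted p = 0.0035; fry, adjusted p = 0.025), both of which set TGF-β array 1 against the controls. With arrays left out it ranged from -0.22 (without TGF-β array 3) to 0.20. With local background, which left 3 members tested, it was 4.04 (limma's camera, adjusted p = 0.34; fry, adjusted p = 0.32), with log2 changes of 4.04 for miR-30a-5p, 4.52 for miR-30b-5p and -0.74 for miR-30e-5p.

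The median of the miR-200 set was 0.05 (limma's camera, adjusted p = 0.67; fry, adjusted p = 0.93). It was -0.34 in the authors' values, -0.15 in their listed values, -0.048 with normexp background, -0.17 with each array's own detected probes, -0.067 with the 75th percentile, -0.034 with quantile normalization, -0.0080 with centred ratios, -0.20 with chip as a block, -0.27 with the 4 arrays of chip 1 and -0.27 with spike scaling, with adjusted p values from camera between 0.30 and 0.89; with the 4 arrays of chip 1, fry gave an adjusted p = 0.025. For a mean signal of at least 25, which leaves 2 members, it was 0.35 (limma's camera, adjusted p = 0.034; fry, adjusted p = 0.028). With local background, which leaves 3 members, it was 0.40, with -7.19 for miR-200b-3p and 0.86 for miR-141-3p, whose directions changed. With arrays left out it ranged from -0.47 (without TGF-β array 3; limma's camera, adjusted p = 0.18; fry, adjusted p = 0.012) to 0.34. The median member was often the dim miR-429, whose change of 0.05 became -0.39 in the authors' values, -0.14 with normexp background, -0.17 with each array's own detected probes, -0.067 with the 75th percentile, -0.034 with quantile normalization, -0.0080 with centred ratios, -0.20 with chip as a block, -0.27 with the 4 arrays of chip 1 and -0.27 with spike scaling, and ranged from -0.48 to 0.41 with arrays left out. MiR-200a-3p, at -0.08, ranged from -0.47 to 0.11 with arrays left out, above 0 without control array 3 and without TGF-β arrays 1 and 2 in turn, and miR-200b-3p, at 0.30, was -0.024 with spike scaling. The cause was not tested.

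The 10 miRNAs with the largest changes (miR-7851-3p, miR-193b-3p, miR-181b-5p, miR-181a-5p, miR-4521, miR-6808-5p, miR-30a-3p, miR-6826-5p, miR-7109-5p and miR-224-5p), and miR-30a-5p, miR-30e-3p, miR-195-5p, miR-200c-3p and miR-141-3p, kept their direction in every scaled setting that gave them a value, except for miR-30a-5p and miR-141-3p with local background. The 10 were picked from these same arrays, so their kept direction is no independent support. The fall of miR-30a-3p, at -0.76, was -0.39 without control array 2, and that of miR-7109-5p, at -0.50, was then -0.31. With no scaling, which left the TGF-β arrays brighter, the log2 changes of miR-6826-5p, miR-7109-5p and miR-224-5p turned to 0.14, 0.15 and 0.15, those of miR-30a-5p, miR-30e-3p and miR-195-5p to 0.45, 0.51 and 0.38, and that of miR-200a-3p to 0.56. The medians of the miR-30 and miR-200 sets were then 0.69 and 0.69. Signal over background limits the dim probes: miR-30e-5p lay between 4.45 and 17.6 SD of the blank spots above their mean.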

Differences from the paper's values

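The paper reports 56 miRNAs below 0.67-fold, and the scanner signals scaled on the probes detected on all 6 arrays gave 9. Among the alternatives set before the data were examined, the authors' values (43) and the 4 arrays of chip 1 (39) lay within 1.5 times of the paper's count. The other alternatives set before did not: normexp background (1), the median of each array's own detected probes (27), the 75th percentile (17), quantile normalization (9), centred ratios (11), the filters of detection on all 6 arrays (7), on at least 1 array (15), on all 3 control arrays (8) and of a mean signal of at least 25 (4), geometric means (12), undetected values left out (9), and leaving out single arrays (6 to 33). Of the alternatives chosen after seeing the values, the authors' listed values with at least 1 array per group gave the paper's counts of 56 lower and 451 detected miRNAs, and the spike scaling (48) and the local background (46) lay within 1.5 times, while the same filter on the main scaling (17), the No Probe background (7) and no scaling (0) did not.

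The paper places miR-30e among the miRNAs below 0.67-fold. The ratio of miR-30e-5p was 0.807 in the main setting. It was below 0.67 in the authors' values (0.665), with the 4 arrays of chip 1 (0.466) and without TGF-β array 3 (0.576), all set before the data were examined, and in the authors' listed values (0.665) and with local background (0.598), chosen after seeing the values. The limma adjusted p was at least 0.22 in each setting with a test.

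The paper gives the number of miRNAs above 1.5-fold as 20 in its results text and as 17 in the legend of Figure 2. The count was 15 in the main setting and, by the calculation chosen after seeing the values, 17 in the authors' listed values, which is the count of the legend. In those values 1 more miRNA had a ratio of exactly 1.5 and was not counted (tolerance 1e-9). With no scaling, also chosen after seeing the values, the count was 221.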

Other observations

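The tests of the scaling and of the spike control spots, the count of TGF-β arrays that lay apart and the remarks on single miRNAs were chosen only after the results were seen.

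The excess of lower over higher miRNAs depended on how the arrays were scaled. An excess also appeared under the main scaling without TGF-β array 3, with 33 miRNAs below 0.67 and 16 above 1.5. Over the same 292 miRNAs detected on all 6 arrays, scaling on each array's own detected probes gave 23 miRNAs below 0.67 and 5 above 1.5, and scaling on those 292 probes gave 7 below 0.67 and 14 above 1.5. The second scaling centres the ratios of these miRNAs (median log2 ratio 0.027, against -0.19), which takes away an excess that comes from a shift of all miRNAs alike, whatever its cause. Whether the own-probe scaling gave the excess therefore stays open: the control arrays had on average more detected probes, and their factor exceeded the one from the 292 probes by more, although the number of detected probes differed by less than the spread between arrays. A general fall of miRNAs under TGF-β is another candidate explanation. A scaling removes a fall common to all the probes it is set over, so a general fall could give this excess only through the number of probes detected, which was not tested and stays open. The 16 spike control spots of each array, which the paper does not report on, give another reference. Relative to them, the median log2 signal of the miRNAs detected on all arrays was -7.25, -7.47 and -6.98 on the control arrays and -7.77, -7.55 and -7.35 on the TGF-β arrays, a difference of -0.32 (2-sided exact permutation test, p = 0.20, the smallest possible p being 0.10). TGF-β array 3 lay above control array 2, so the groups overlapped. Each TGF-β array lay below the control array of its own replicate number, but 3 pairs are too few to decide. With spike scaling, 37 of the 292 were below 0.67 and 3 above 1.5. Without any scaling, the signals were higher on the TGF-β arrays (median log2 ratio 0.69), as were the spike spots. At which step the spikes were added is not stated in the paper's text, so an unequal amount of input RNA and a general fall cannot be told apart. Of the 10 splits of the 6 arrays into 3 and 3, 6 gave at least 56 miRNAs below 0.67 in 1 direction in the authors' listed values, with up to 232; of the 4 splits that part all 3 replicate numbers, 3 did. Chance can therefore not be excluded, and 10 splits never allow a share under 0.05.

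No miRNA passed the adjusted p in limma (0, with 21 at an unadjusted p under 0.05, and 1 after adjustment by the methods' t-test). With a count of 0, all 10 splits of the arrays give at least as many whatever the data, so this comparison decides nothing. The chips were tested as a second source of differences. Of the 20 miRNAs with the strongest difference between TGF-β arrays 2 and 3, on chip 2, and the controls, 19 were higher on chip 2. TGF-β array 1, on chip 1, differed from the controls in the same direction for 12 of the 20. Unchanged simulated arrays against the same controls gave 14.9 ± 1.97 (SD over 1000 simulations), so TGF-β array 1 did not share these differences beyond chance. The values are consistent with an effect of the chip on the strongest differences. An absence of a TGF-β effect on these miRNAs, or a TGF-β array 1 unlike the others, would give the same, and with 1 TGF-β array on chip 1 these stay open.

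The TGF-β arrays differed among themselves. For 32 of the 292 miRNAs detected on all arrays, TGF-β array 3 lay on one side of all controls and TGF-β arrays 1 and 2 on the other (18 with array 3 above and 14 with array 3 below). The same count was 17 for TGF-β array 1 (7 above and 10 below) and 1 for TGF-β array 2. No technical or biological explanation of this was tested. MiR-30e-5p is one of the 18, under the main scaling.

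The log2 change of miR-30e-5p was set against probes of like brightness. The 93 other miRNAs detected on all arrays with a mean normalized signal between 10 and 25 had a median log2 change of -0.0062 (quartiles -0.14 and 0.21), against -0.41 (standard error 0.32) for miR-30e-5p, and 5 of the 93 fell as far. The scaling centres the arrays near these signals and the 93 go both ways, so their median decides nothing about a dimming of weak probes, which stays open. The lowest value was that of TGF-β array 1, on the chip of the controls, and with the chip as a block the log2 change was -1.03 (limma adjusted p = 0.64), so a difference between the chips does not give the low value of that array; this rests on 1 array. The single TGF-β arrays and a response to TGF-β stay open, since TGF-β array 3 lay above all controls and the adjusted p was 0.99 in limma.

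The paper ranks the miR-30 family by qRT-PCR, with miR-30e as the most reduced member (Figure 3C). On the arrays, another measurement of the same cell line, the log2 changes were -0.41 for miR-30e-5p, -0.19 (standard error 0.22) for miR-30a-5p, 0.04 (standard error 0.29) for miR-30d-5p, 0.11 (standard error 0.19) for miR-30c-5p and 0.21 (standard error 0.24) for miR-30b-5p. The signs of the last 3 change with the scaling, and without any scaling all 5 were above 0. With arrays left out, miR-30a-5p ranged from -0.43 (without TGF-β array 3) to -0.07 (without TGF-β array 2). Adjusted over the list alone, the limma p was 0.69 for miR-30e-5p, and 0 of the 5 members passed 0.05, as over all miRNAs tested; the study chose miR-30e on these arrays, so the list is not independent evidence. Within arrays, where the scaling cancels, miR-30e-5p changed by -0.63 relative to miR-30b-5p and by -0.46 relative to miR-30d-5p, lower on 3 of 3 TGF-β arrays than on every control array (exact permutation p = 0.10 each, the smallest possible). The differences were -0.52 from miR-30c-5p (lower on 2 of 3 TGF-β arrays, exact permutation p = 0.40) and -0.22 from miR-30a-5p (1 of 3, exact permutation p = 0.60). After Benjamini-Hochberg adjustment over these 4 differences, limma gave 0.12, 0.14, 0.13 and 0.41 in the order miR-30b-5p, miR-30d-5p, miR-30c-5p and miR-30a-5p. MiR-30e-3p, from the other arm, changed by -0.14 (standard error 0.19, limma adjusted p = 0.99).

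The paper names miR-200c, miR-214 and miR-195 from earlier work on CCA. Neither arm of miR-214 was detected on any of the 6 arrays. MiR-195-5p was 7.84 ± 1.02 (SD, n = 3) in controls and 6.73 ± 2.16 (SD, n = 3) with TGF-β (limma adjusted p = 0.99). MiR-200c-3p was higher on 3 of 3 TGF-β arrays than on every control array, at 276 ± 7.91 (SD, n = 3) against 210 ± 19.1 (SD, n = 3), a log2 change of 0.40 (standard error 0.18, limma adjusted p = 0.70); it was above 0 in each of 7 other scalings and background corrections, with 0.08 under spike scaling. MiR-141-3p, which is encoded next to it (GRCh38.p14 annotation), was 4.10, 5.63 and 15.6 on the TGF-β arrays against 11.4 ± 2.73 (SD, n = 3) in controls, a log2 change of -0.65 (standard error 0.46, limma adjusted p = 0.97). With arrays left out, this change ranged from -1.26 (without TGF-β array 3) to -0.27 (without TGF-β array 1). MiR-200b-3p changed by 0.30, with -0.02 under spike scaling, and miR-200a-3p by -0.08. MiR-429 was detected on 2 of 3 TGF-β arrays, and its sign changed with the scaling.

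A hypothesis that miRNAs encoded within 10000 bp of each other change alike under TGF-β was tested on 40 pairs of different miRNA numbers, with a gene found in the GRCh38.p14 annotation for 281 of 291 miRNAs. The mean absolute difference in log2 change within pairs was 0.30, against 0.32 for permuted miRNAs (permutation p = 0.39, 10000 permutations). Between control array 3 and the other controls, it was 0.50 against 0.53 (permutation p = 0.37). Neighbours could thus not be told from other miRNAs in either comparison. The 40 pairs are made of only 45 miRNAs, and the noise of single changes can hide a likeness, so its absence is not shown. A response of shared transcripts could not be examined further.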
